# Transcriptional Analysis of Sepsis-Induced Activation and Damage of the Adrenal Endothelial Microvascular Cells

**DOI:** 10.3389/fendo.2019.00944

**Published:** 2020-01-22

**Authors:** Lan-Sun Chen, Sumeet P. Singh, Gregor Müller, Stefan R. Bornstein, Waldemar Kanczkowski

**Keywords:** the HPA axis, RNAseq, adrenal dysfunction, microvascular endothelial cells, sepsis

## Abstract

Bacterial sepsis is a serious threat to the body homeostasis and is often associated with high mortality in non-coronary intensive stations. In order to survive sepsis, rapid activation of the hypothalamus-pituitary-adrenal gland axis and sympathomedullary system is necessary. In many patients with sepsis, the function of those two arms of the stress system is dysregulated with underlying mechanisms remaining unknown. In our previous experimental studies, we have demonstrated that LPS-induced systemic inflammation and CLP-induced peritonitis can result in adrenal gland damage. Histological and transcriptomic analysis revealed a potential involvement of the adrenal microvascular endothelium in this process. However, our knowledge about the function of adrenal microvascular cells during sepsis is scarce. In the present study, we have characterized transcriptomic alterations in isolated mouse adrenal microvascular endothelial cells induced by systemic administration of bacterial LPS. Our results revealed that LPS induced a distinct transcriptomic profile in the adrenal microvascular cells, including multiple genes regulating inflammation, activation of the coagulation cascade and vascular permeability. Activation of those genes may be potentially involved in the damage to the microvascular endothelium and altogether contribute to the sepsis-mediated adrenal dysregulation.

## Introduction

Sepsis and septic shock are major causes of death in non-coronary intensive care stations worldwide. Despite decades of intensive basic and clinical research, currently, no specific therapeutic interventions are available and the treatment of patients with sepsis is mostly focused on support of their organ function (1). Sepsis is characterized by progressive dysfunction of multiple organs as a result of the improper host response to systemic microbial infection (2). The mechanisms involved in the latter process are complex, multifactorial, and mostly unexplored (3).

It is generally accepted that prompt activation of the hypothalamic-pituitary-adrenal (HPA) axis and the sympathomedullary system (SAS), known collectively as the stress system, is crucial in surviving sepsis (4). Many patients with a prolonged stay at the intensive care stations develop adrenal gland dysfunction, which results from an early inhibition of pituitary ACTH secretion due to dysfunctional glucocorticoid hormone metabolism and prolonged activation of the immune-adrenal crosstalk (5, 6). The latter factors may increase the risk of sepsis-related death among those patients (7, 8). However, the diagnosis of the adrenal gland insufficiency and identification of patients that may benefit from glucocorticoid therapy remain as enigmatic as sepsis syndrome itself (9).

In the last years, our group has been investigating potential mechanisms involved in the sepsis mediated adrenal gland dysregulation (4). We have demonstrated that during both LPS- and cecal-ligation and puncture (CLP)-induced sepsis, adrenal gland damage occurs, including a rapid increase in intraadrenal inflammation, enhanced cell death of adrenal cells and occurrence of hemorrhages (10, 11). In our latest study, we have characterized the adrenal gland transcriptome changes induced by LPS using the RNA sequencing technique. Results of that investigation demonstrated that LPS induced a strong inflammation in the adrenal gland along with hypoxia and the coagulation pathway, which suggests the potential involvement of the adrenal microvasculature (12).

In non-stressed conditions, tissue microvascular endothelial cells are involved in the maintenance of tissue homeostasis. In particular, these cells provide an essential barrier between circulation and parenchymal cells, control vascular tone, the coagulation properties of blood, and regulate leukocyte recruitment (13). However, during sepsis, this homeostatic function of the endothelial cells is often dysfunctional (14). In those conditions, elevated plasma and local concentration of proinflammatory cytokines activate endothelial cells, resulting in an increased expression of P- and E-selectins, chemokines, and adhesion molecules e.g., ICAM-1 or VCAM-1 by these cells. As a result, increased infiltration of immune cells triggers inflammation in affected organs (15). Moreover, during activation, endothelial cells enter often a procoagulant phase, which is associated with increased expression of tissue factor and plasminogen activator inhibitor-1 (PAI-1) and decrease in anticoagulants level, including activated protein C or thrombomodulin. This situation together with increased permeability of vasculature and disruption in endothelial barrier integrity often predisposes to hemorrhages (16).

Although vascular damage is undisputedly involved in the sepsis-induced dysfunction of many organs, scarce information is available regarding the adrenal gland vascular endothelial cells (17, 18). Therefore, the main purpose of this study was to study the potential characteristics of microvascular damage by performing a next-generation sequencing analysis of transcriptome changes in adrenal microvascular endothelial cells isolated from mice with LPS-induced systemic inflammation.

Our results, clearly demonstrate that the adrenal microvascular endothelial cells may actively contribute to sepsis-induced adrenal dysfunction. In particular, we have found that sepsis promotes the expression of several genes involved in vascular cell inflammation, leakage, and coagulation, which may ultimately contribute to adrenal gland hemorrhages, and hypoxia.

## Materials and Methods

### Animals

C57BL/6JRj male mice were purchased from the Javier Labs (France). Mice were divided into two groups. A systemic inflammatory response syndrome (SIRS) group (*n* = 11) and a control group (*n* = 11). Both groups were injected intraperitoneally at the age of 10 weeks, either with 1 mg/kg body weight of bacterial LPS (serotype 0111: B4; Invivogen; France) in the SIRS group or with 0.9% NaCl (physiological saline)—in the control group. Three hours after LPS injection mice were killed and adrenals were excised for further analysis. The experiment was approved by the German ethical committee of the Landesdirection Dresden.

### Isolation of Mouse Adrenal Gland Endothelial Cells

For isolation of endothelial cells, adrenal glands were digested using a solution containing collagenase I and bovine serum albumin (both at 1.6 mg/ml concentration, Sigma-Aldrich, Germany) dissolved in the phosphate-buffered saline (PBS). Digestion was performed for a total of 30 min at 37°C in a thermomixer with shaking. After digestion, cells were dissociated using a 1 ml tuberculin syringe and 20 Gauge needle (Braun, Germany) and by subsequent passing through 100 μm-pore size strainers. Resulting cell suspensions were centrifuged at 2,900 RPM for 8 min at 4°C, pelleted, and washed in a FACS buffer (PBS solution containing 5% of fetal calf serum). Afterward, cells were incubated for 60 min at 8°C with a mixture of conjugated antibodies in the FACS buffer: including rat against mouse CD45-PE antibody (immune cells), rat against mouse CD31-PE/CY7 antibody (endothelial cells) and rat against mouse Ter119-APC (erythrocytes) antibody. All those monoclonal antibodies were purchased from BD Bioscience (BD Biosciences, USA). Dead cells were excluded using Hoechst 33258 (Invitrogen, Thermo Fisher Scientific). Populations of single, alive, CD31 positive endothelial cells were subsequently isolated by BD FACSAria III sorter (BD Biosciences). From each adrenal gland, 30.000 endothelial cells were sorted out and used for further analysis.

### RNA Isolation and Quantitative PCR Analysis

RNA isolation was performed using the RNeasy Plus Micro Kit (Qiagen, Germany), according to a manufacturing protocol. High quality and integrity of RNA samples (*n* = 3 per group) used for the RNA-Sequencing experiment were additionally verified by a Bioanalyzer 2100 (Agilent, USA). Samples used for PCR validation (*n* = 5 per group), were reverse-transcribed using the iScript cDNA Synthesis Assay (Bio-Rad, Germany) in a final volume of 20 ml according to manufacture protocol. Real-time PCR, which was performed using SsoFast Eva Green Supermix (BioRad) and previously reported gene-specific primers (12) in a CFX96 Real-Time PCR detection system (BioRad). Gene expression was calculated based on the ΔΔCt method upon normalization with 18S rRNA gene (19).

### Libraries Preparation for RNA Sequencing and Extraction of Data

RNA sequencing was performed by the Deep Sequencing Facility Group (BIOTEC, Center of Regenerative Therapies Dresden, Germany). The procedure of data extraction and analysis has been described in detail in our previous study (12). Briefly, fastq formatted raw reads were trimmed using a “trim-galore” package with default settings for adapter sequences removal (12). Trimmed data were further mapped to the mouse genome GRCm38 by using HISAT2 (20) with default parameters. Htseq-count (21) was used to assign reads to exons thus eventually getting counts per gene. Quality control, normalization, and scaling of the raw read counts were performed by EdgeR (22) package as a part of an integrated Differential Expression and Pathway analysis (iDEP.90) web-based tool for analyzing RNA-seq data (23). Differentially expressed genes were identified using the following criteria: minimum 50 counts per million (CPM) in at least three libraries, an adjusted *p*-value (padj) < 0.05 and minimal fold change > 2. Unsupervised analysis of the 100 most variable genes between treatments was performed using a cluster analysis based on Euclidean distance as a part of the iDEP.90 software.

### Gene Ontology Analysis

A number of top 500 upregulated (UP) and top 500 downregulated (DOWN) genes were submitted to the DAVID software (version 6.7, https://david-d.ncifcrf.gov) for analysis of gene ontology and functional mapping (24). An EASE cut off score of *p*-value < 0.05 was chosen for gene enrichment in annotation terms (25). *P*-values from enriched pathways or GO terms were transformed into—log 10 and visualized by pyramid slot transformations.

### Gene Set Enrichment Analysis (GSEA)

All significantly changed genes were subjected to GSEA software v4.0.1 from the Broad Institute (http://www.gsea-msigdb.org/gsea/index.jsp) (26) for pathway enrichment and functional annotation analysis. GSEA was performed with a default setting, and annotated Hallmarks gene sets collection v7.0, from Molecular Signatures Database (MSigDB, http://software.broadinstitute.org/gsea/msigdb/index.jsp), was used as an enrichment database. Gene sets with nominal *p*-value < 0.05 and FDR *q*-value < 0.25 were considered as enriched and were further investigated.

### Immunofluorescent Staining

Adrenal glands were cleaned from surrounding fat and fixed in a 4% paraformaldehyde solution for 1 h. After washing, adrenals were incubated in increasing concentrations (5–30%) of sucrose solution, embedded in Tissue-Tek® O.C.T.™ Compound (Sakura, Japan) and kept at −80°C. For immunofluorescent staining, 6 μm-thick tissue slices were incubated for 1 h in a blocking solution (composed of 0.3% Triton 100 and 5% normal goat serum in PBS) and then incubated overnight at +8°C in a buffer containing antigen-specific primary antibodies (composed of 0.3% Triton 100 and 5% BSA in PBS). The following antibodies were used: polyclonal rabbit antibody anti-mouse thrombomodulin (Thbd, 1:800, ab130152, Abcam), monoclonal rat anti-mouse CD31 antibody (1:100, ab7388, Abcam), monoclonal rat anti-mouse CD34 antibody conjugated with 488 dye (1:50, 11-0341-82, eBioscience) and monoclonal rabbit anti-mouse VCAM-1 antibody (1:200, clone EPR5047, ab134047, Abcam, USA). Primary antibodies were then detected by secondary antibodies conjugated to either Cy3 or 488 fluorescent dyes (VCAM-1, CD31, Thmd1) and counterstained with a nuclear dye (DAPI, 1:10000). Isotype controls were used as controls for CD146 and CD34 antibodies. Pictures were acquired with a × 10 objective using the Axio Imager 2 light microscope (Carl Zeiss, Jena, Germany).

### Protein Extraction and Western Blot

For protein isolation, adrenal glands were briefly sonicated in a 1x lysis buffer containing a proteinase/phosphatase inhibitor cocktail (both buffers were from Cell Signaling Technology, USA). Twenty micrograms of proteins were separated on 8% polyacrylamide gel and subsequently blotted onto polyvinylidene fluoride (PVDF) membrane. Membranes were then incubated for 120 min in a blocking solution composed of non-fat milk (5%) dissolved in TBS-T (tris buffered saline buffer containing Tween®20 detergent). For the VCAM-1 and GAPDH detection following antibodies were used rabbit monoclonal anti-mouse VCAM-1 antibody (1:1000, clone EPR5047, ab134047, Abcam), a monoclonal rabbit anti-mouse GAPDH (1:1000; clone 14C10, #2118, Cell Signaling Technology), and goat anti-rabbit HRP conjugated secondary antibodies (1:6000, CST). The expression of VCAM-1 protein was analyzed based on densitometry in ImageJ software (http://rsb.info.nih.gov/ij/index.html).

### Protein Cytokine Array

Six adrenals from each experimental group were isolated and immediately homogenized in 500 μl PBS containing protease inhibitor cocktail (P8340, Sigma-Aldrich, Merck). After homogenization, Triton X-100 was supplemented to a total concentration of 1%, and samples were frozen at −80°C. After thawing on ice and centrifuging at 13,000 rpm for 5 min supernatants were collected. Protein concentration was determined and 300 μg of each lysate was applied to the Proteome Profiler Mouse Cytokine Array Kit, Panel A (R&D Systems, catalog ARY006). The chemiluminescence reaction was measured with Syngene G: BOX XT4: Chemiluminescence and Fluorescence Imaging System (Integrated Scientific Solutions, Inc. USA). Densitometry quantitation was performed using FIJI/ImageJ software (NIH, USA).

## Results

### Identification of the Adrenal Gland Microvascular Endothelial Cells

In order to study transcriptional changes of the adrenal vascular cells, we had to first identify an efficient method that can provide us an exact and high number of alive, single endothelial cells that can be subsequently used for high-quality RNA isolation. Since techniques based on antibody-coated magnetic beads often provide mixed populations of endothelial cells containing also parenchymal and perivascular cells (27), we have decided to use multiparametric flow cytometry sorting. In a search of a specific and stably expressed cell membrane marker, we have performed a series of immunofluorescent staining in adrenal gland tissue sections and a FACS validation of primary cells. We have verified a specific expression of the following endothelial markers in mouse adrenal glands: a cluster of differentiation (CD) member 31, known also as platelet endothelial cell adhesion molecule (PECAM) (Figure 1B), melanoma cell adhesion molecule (MCAM; CD146) (Figure 1C) and CD34 (Figure 1D). Afterwards, we have tested the expression of those markers by FACS in adrenal cells from control and SIRS groups. Based on this analysis, we have chosen the CD31 marker for isolation of endothelial cells from the adrenal gland due to its high and stabile expression among control and SIRS groups. Therefore, in our further studies, we will refer to adrenal microvascular endothelial cells as primary cells expressing CD31, which are negative for pan immune cell marker, CD45, and are devoid of erythrocytes (Ter119-negative; Figure 1E).

**Figure 1:**
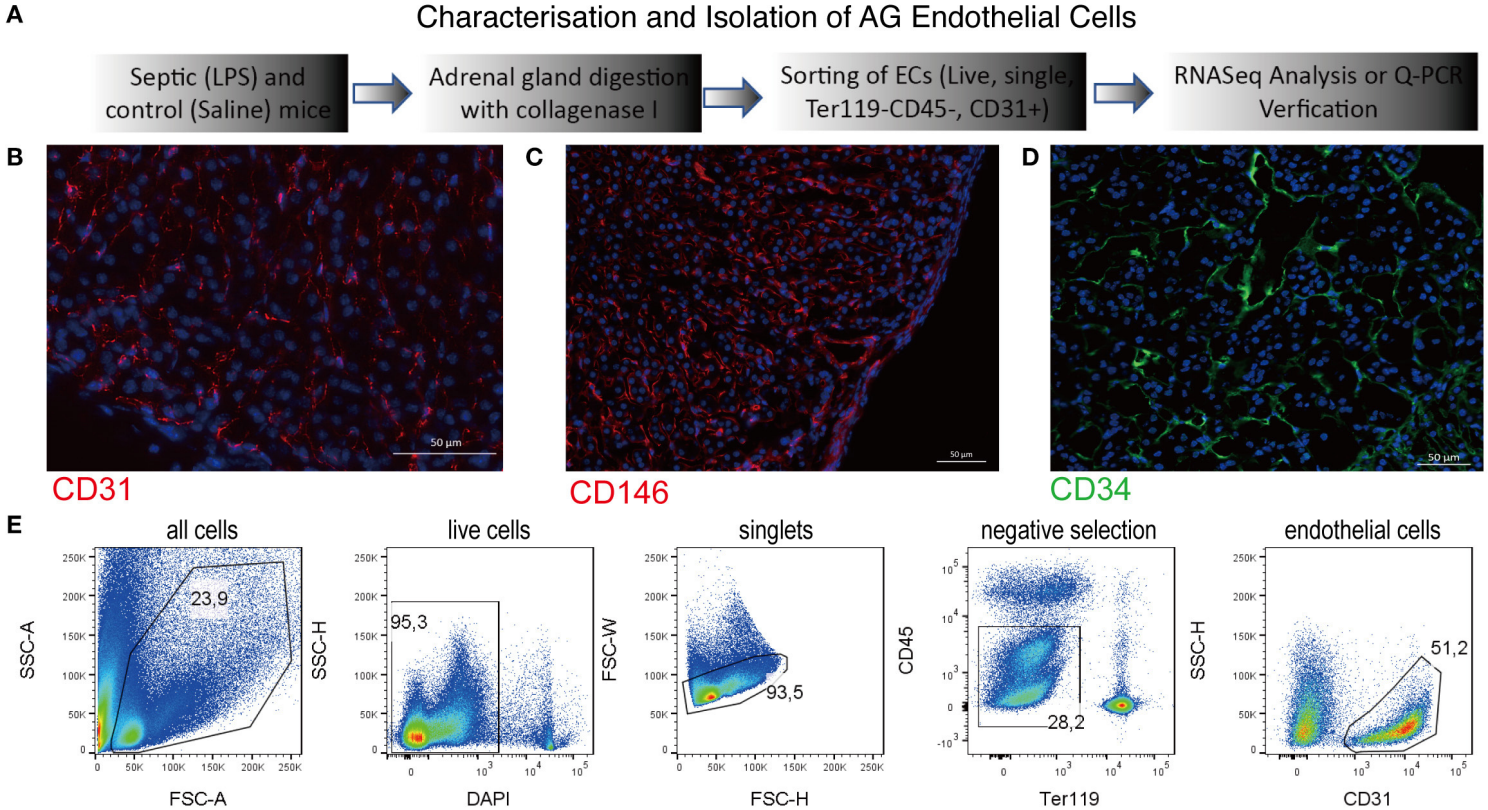
Characterization of the adrenal gland microvascular endothelial cells. Schematic representation of the procedures used to isolate and to characterize the adrenal microvascular endothelial cells **(A)**. Fluorescent staining of the mouse adrenal gland sections for endothelial-specific markers such as CD31 (PECAM) **(B)**, CD146 (MCAM) **(C)**, and CD34 **(D)**. CD31 and CD146 were visualized using secondary antibodies coupled to Cy3 dye (red color), and CD34 was visualized using secondary antibodies coupled to 488 dye (green color). Representation of the multiparametric FACS sorting technique used to isolate adrenal microvascular endothelial cells **(E)**. The gating strategy was based on negative selection. Only alive, single cells that were CD45 negative (devoid of immune cells) and Ter119 negative (devoid of erythrocytes) but CD31 positive (endothelial cells) were sorted.

### Bioinformatics Analysis of the Adrenal Microvascular Endothelial Cell Transcriptome During LPS-Induced Systemic Inflammation

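Adrenal microvascular endothelial cells, the cells that line the small vessels of the gland, were sorted and sequenced in 6 libraries, 3 from mice given saline and 3 from mice given lipopolysaccharide (LPS), a cell wall component of Gram-negative bacteria, at 1 mg per kg body weight for 3 h. The age of the mice is 10 weeks in the paper's methods and 8 weeks in the sample labels. The authors trimmed the reads, mapped them to the mouse genome GRCm38 with HISAT2, counted them on exons with HTSeq-count and processed them in iDEP. The table they deposited holds 1 log2 value per gene and library for 11137 genes, with 4 decimals. The lowest value was 2 in every library, the log2 of 4, and the values had the form log2(normalized count + 4). After subtraction of this pseudocount of 4, the values of each library were whole multiples of 1 step, the value of 1 read divided by the library's size factor, so that reads per gene could be recovered. Of the values under 3000 normalized counts, 98.6%, 99.7% and 99.6% in Saline replicates 1, 2 and 3 and 100% in each LPS library lay within 0.1 of a whole read. The recovered reads summed to 19306528, 14444450 and 15917182 in Saline replicates 1, 2 and 3 and to 16549628, 15641429 and 17591873 in LPS replicates 1, 2 and 3. The size factors behind the values were 1.65, 1.22 and 1.31 for saline and 0.743, 0.701 and 0.818 for LPS, and they equalled the median ratio of each library's reads to the geometric mean of the 6 libraries. The smallest level counted as detected, 3 reads, was worth between 1.81 and 2.45 normalized counts in saline libraries and between 3.67 and 4.28 in LPS libraries. Such floors cover counting error only, since reads amplified by PCR are not independent molecules. Differential expression was tested with limma on the deposited log2 values of all 11137 genes, with Benjamini-Hochberg adjustment over these genes. Log2 fold changes compare LPS with saline on the log2(normalized count + 4) scale, which understates the change of genes with few reads. Normalized counts are given as mean ± SD of 3 libraries.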

Transcriptomic changes triggered by sepsis in the adrenal microvascular cells were evaluated by RNA sequencing using endothelial cells of mice that were injected either with physiological saline (control group) or bacterial LPS (SIRS group) for 3 h according to schema presented in Figure 1A. 

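Over the log2 values of all 11137 genes, centred and not scaled, PC1 held 81.8% of the variance, PC2 7.69% and PC3 4.53%. On PC1 the saline libraries scored -80.10, -88.55 and -85.90 and the LPS libraries 81.64, 93.28 and 79.62. PC2 separated LPS replicate 2, with a score of 50.70, from LPS replicates 1 and 3 at -27.23 and -27.20, whereas the saline libraries lay between -1.87 and 3.77. The shares moved most when only the 4112 genes with at least 50 CPM (counts scaled to the total of the library) in at least 3 libraries were used, with 94.6% on PC1 and 1.79% on PC2, and when each gene was scaled to unit variance, with 64.6% on PC1 and 12.7% on PC2.

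**Figure D1:**
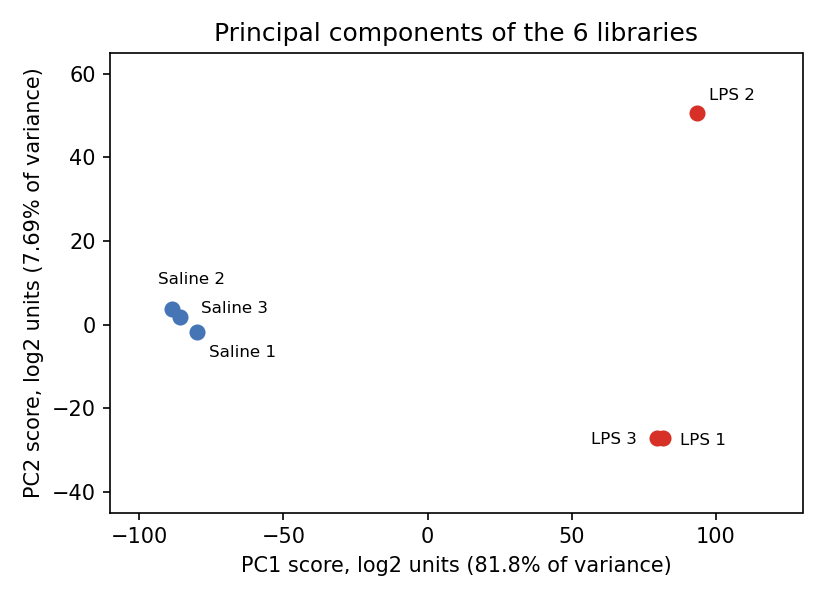
Scores of the 6 libraries on PC1 (horizontal axis) and PC2 (vertical axis), in log2 units, with saline libraries in blue and LPS libraries in red. The saline libraries sit together at negative PC1 scores, and among the LPS libraries replicate 2 sits apart at a PC2 score of 50.70.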

Principal component analysis (PCA) of our RNAseq results demonstrated a high separation of transcriptome patterns between both analyzed groups (PC1, 82 % of variance) and a very low variance among the biological replicates within each group (PC2, 4%), which suggest a clear separation of both analyzed experimental groups (Figure 2A).

**Figure 2:**
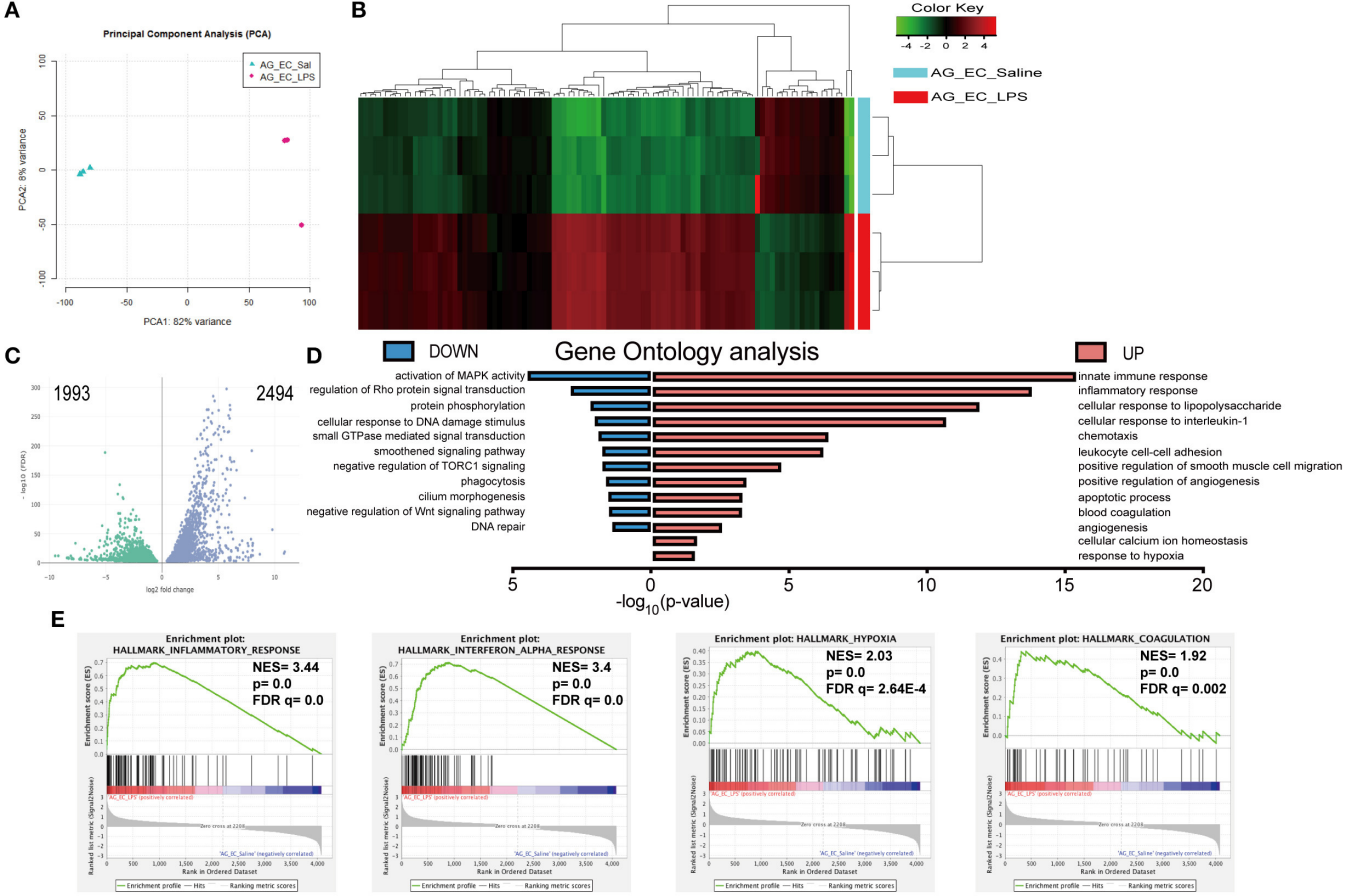
Bioinformatics analysis of the transcriptomes of the adrenal microvascular endothelial cells isolated from saline- and LPS-treated mice. Logarithm transformed counts from RNA-Seq dataset of adrenal microvascular endothelial cells isolated from saline- and LPS-treated adrenal glands were computed for sample correlation or variance by PCA analysis. Percentages in the PCA analysis axis indicated the proportional variance explained by each PC. LPS samples were labeled in red and Saline samples were labeled in blue that represented as condition located in the upper left part of the plot **(A)**. Unsupervised hierarchical clustering of the most 100 up- and down-regulated genes were computed by Euclidean distance clustering and expression heatmap with normalized raw z-scores. The labeling of Condition and DE were adapted as previous panels. **(B)** A volcano plot was depicted with –log10(FDR) against log2FoldChange of all 4487 significantly altered genes that were detected from the RNA-Seq dataset. Differential expression (DE) of genes was colored with green and blue, regarding 1,993 down-regulated and 2,494 up-regulated genes, respectively. Significance of differential gene expression was determined with adjusted *p*-value (p adj.) < 0.05 and counts > 50 **(C)**. Pyramid plot with bidirectional –log10 (*p*-value) demonstrated the involved gene ontology (GO) terms and pathways from submitted UP- or DOWN-regulated gene lists. The EASE score of *p*-value < 0.05 was set by DAVID software. Identical color code was used for showing UP and DOWN groups. *N* = 3 for each condition **(D)**. Representative 4 significantly enriched gene sets from GSEA analysis of 4,487 significantly changed genes in the RNA-Seq dataset. Enrichment plots comparing LPS toward Saline were depicted with the following sets of genes: **(A)** Hallmark Inflammatory response. **(B)** Hallmark Interferon-alpha response, Hallmark Hypoxia and Hallmark Coagulation **(E)**. Comparison of samples, NES, nominal *p*-value, and FDR q-value were determined by the GSEA software and were indicated within each enrichment plot.

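All 11137 genes of the table were tested. Each had at least 49 reads in at least 3 libraries, and 11122 of them had more than 50. The threshold in the paper's methods, at least 50 CPM in at least 3 libraries, was met by 4112 genes. An unadjusted p below 0.05 was found for 7344 genes. The saline and LPS libraries did not overlap for 7631 genes, or 68.5%, where chance alone gives 10% for 3 libraries against 3.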

We have next compared 11,137 differentially expressed genes identified from both groups with the DESeq2 package based on the following threshold—false detection rate (FDR < 0.01) and *p*-value < 0.05. 

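At an adjusted p below 0.05 from limma, 3379 genes were higher and 3480 lower after LPS. With a fold change above 2 in addition, 2075 were higher and 2577 lower. At an adjusted p below 0.01 the numbers were 2698 and 2379. At an adjusted p below 0.05 among the genes with at least 50 CPM in at least 3 libraries, the numbers were 2000 and 1133. When the recovered reads were scaled to library size only, 1438 genes were higher and 6935 lower, and the median log2 fold change of all genes moved from -0.069 to -0.94. Under that scaling 17.2% of the genes past the threshold were higher after LPS, against 49.3% with the authors' size factors. The largest log2 fold changes among genes without overlap between the groups were 9.74 for Csf3, 9.57 for Ccl2, 9.35 for Il6, 8.94 for Lcn2 and 8.91 for Selp, and the smallest were -6.86 for Car7, -6.59 for Tmem44, -6.02 for Coq8a and -5.91 for Nlrc3. Deup1, the fourth lowest, had at most 1 read in an LPS library and was at least 70.4-fold lower. Lcn2 had between 3 and 596 reads in saline libraries, and Car7 between 2 and 52 reads in LPS libraries. With each library left out in turn, the log2 fold change ranged from 7.47 to 10.40 for Lcn2 and from -7.90 to -6.10 for Car7. The size of these changes is therefore known poorly.

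**Figure D2:**
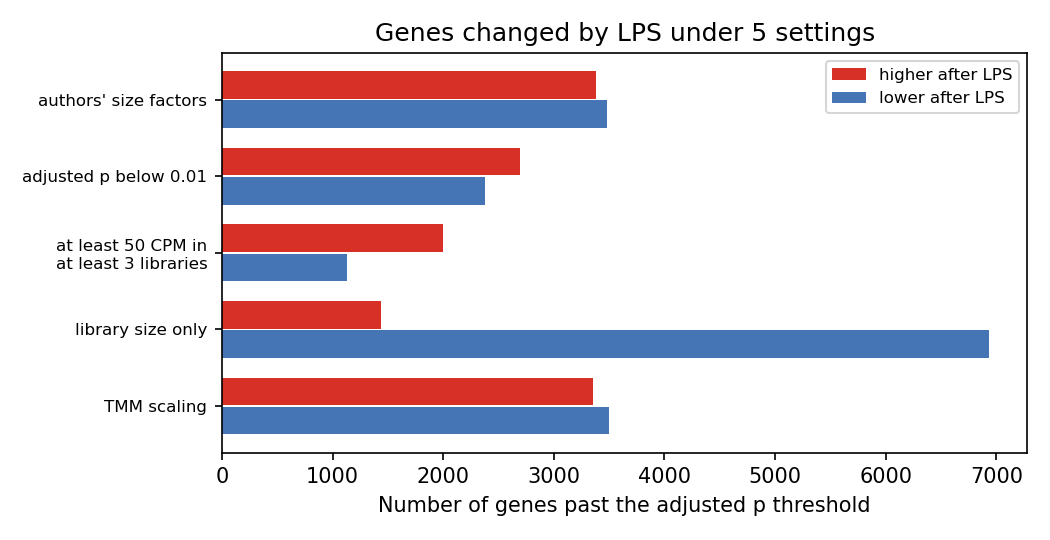
Number of genes past the adjusted p threshold (horizontal axis) that were higher (red) or lower (blue) after LPS, under 5 settings. The numbers are close to even with the authors' size factors, with 3379 and 3480 genes, and uneven after scaling to library size only, with 1438 and 6935.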

As depicted in Figure 2C in the form of a volcano plot, systemic administration of LPS resulted in significant downregulation of 1,993 and upregulation of 2,494 genes in adrenal vascular cells. We have next performed unsupervised hierarchical clustering of the top 100 highest up- and down-regulated genes and found that LPS induced a profound and clear differential gene expression patterns in the adrenal endothelial cells with a tight clustering between both experimental groups (Figure 2B). 

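Over the 100 most variable genes, of which 82 were higher and 18 lower after LPS, the smallest Euclidean distance between a saline and an LPS library was 59.0 log2 units and the largest distance within a group 16.8, a ratio of 3.51. Average linkage placed the 3 saline and the 3 LPS libraries in separate branches. Among the 10 splits of the 6 libraries into 3 and 3, only the split by treatment reached this ratio (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow), and the next largest ratio was 0.129. With the 100 highest and 100 lowest log2 fold changes among the called genes, which were selected for the difference between the groups and therefore give a large ratio, it was 4.00, and with all 11137 genes, the setting that lowered it most, it was 1.95. From the heatmap of these genes, the paper concludes that LPS induced a clear pattern of differential expression in the adrenal endothelial cells.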

Further analysis of the 100 upregulated genes demonstrated a high enrichment of genes involved in the regulation of inflammation (Table 1). 

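The 100 highest log2 fold changes were 4.97 or more. Of the 28 upregulated entries of Table 1, 27 match a gene symbol of the table, and all 27 were among these 100 genes. The entry Pdgf matches no symbol by itself and was left out. In the mouse Reactome collection, the 100 genes included 7 of the 22 tested genes of the pathway on chemokine receptors and their chemokines, where 0.198 would be drawn by chance (Fisher's exact test, one-sided, adjusted p = 5.81e-10 over 2 pathways), and 14 of the 178 tested genes of cytokine signaling in the immune system, where 1.60 would be drawn by chance (adjusted p = 5.81e-10 from the same exact test). All 11137 genes were the background.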

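Csf3, which encodes granulocyte colony-stimulating factor and lies on chromosome 11 of GRCm38 from 98701263 to 98703629, rose from 2.69 ± 3.97 normalized counts in saline libraries to 5265 ± 1392 in LPS libraries, a log2 fold change of 9.74 (standard error 0.41, adjusted p = 5.75e-08) and the highest of all genes. Its saline libraries held between 0 and 12 reads, so its starting level is known poorly. Ccl2, on chromosome 11 of GRCm38 from 82035571 to 82037453, rose from 286 ± 83.4 to 217166 ± 45531 normalized counts, a log2 fold change of 9.57 (standard error 0.22, adjusted p = 3.49e-09). The neighbouring genes Cxcl10, on chromosome 5 of GRCm38 from 92346638 to 92348889, and Cxcl11, from 92359544 to 92365485 on the same chromosome, had log2 fold changes of 8.31 for Cxcl10 (adjusted p = 1.52e-07) and 7.55 for Cxcl11 (adjusted p = 1.09e-08). Of the exon bases of Cxcl11, 41.7% also belong to the overlapping gene Gm2673, so its reads are uncertain. The annotation classes Cxcl11 as a polymorphic pseudogene and not as protein-coding, so its RNA alone does not show a functional chemokine. The other log2 fold changes were 8.37 for Ccl5 (adjusted p = 3.82e-05), 7.21 for Ccl7 (adjusted p = 3.17e-07) and 7.13 for Csf2 (adjusted p = 2.94e-06). Ccl5 had 228 reads in the highest saline library and 4 in the lowest, and its log2 fold change lay between 7.60 and 9.74 when each library was left out in turn. In all 7 genes every LPS library was above every saline library.

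**Figure D3:**
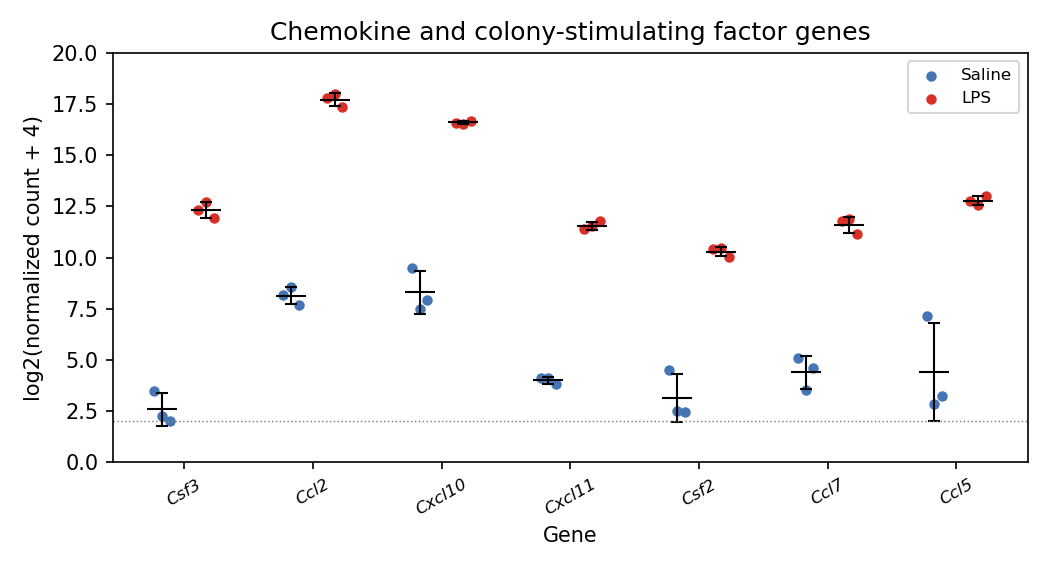
Log2(normalized count + 4) of 7 genes (vertical axis) in each saline (blue) and LPS (red) library, with the mean and SD of 3 libraries as a bar with whiskers. The dotted line at 2 is the value of a gene without reads, and all LPS libraries lie above the saline libraries for each gene.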

In particular, LPS induced multiple chemokines such as members of the C-X-C motif ligand (Cxcl) family (Cxcl10, and Cxcl11), members of chemokine family characterized by (C-C motif) ligand including Ccl2, Ccl5, or Ccl7, and colony-stimulating factor 3 (G-CSF) and 2 (GM-CSF). 

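Selp, which encodes P-selectin and lies on chromosome 1 of GRCm38 from 164115264 to 164150026, rose from 19.36 ± 24.6 to 7922 ± 1258 normalized counts after LPS, a log2 fold change of 8.91 (standard error 0.57, adjusted p = 1.01e-06). Of its exon bases 14.1% overlap other annotated genes. Sele, which encodes E-selectin and lies on the same chromosome from 164048234 to 164057677, had a log2 fold change of 6.28 (standard error 0.40, adjusted p = 8.61e-07). Vcam1, on chromosome 3 of GRCm38 from 116109949 to 116129688, rose from 915 ± 147 to 77543 ± 7805 normalized counts, with a log2 fold change of 6.41 (adjusted p = 2.73e-09) that stayed between 6.27 and 6.50 when each library was left out. Il6, on chromosome 5 of GRCm38 from 30013114 to 30019981, rose from 7.95 ± 6.10 to 7205 ± 1407 normalized counts, a log2 fold change of 9.35 (standard error 0.36, adjusted p = 3.82e-08), rank 3 of all genes. The log2 fold change was 7.19 for Ptgs2 (adjusted p = 2.91e-07) and 7.59 for Sphk1 (adjusted p = 4.17e-07).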

Other top induced genes by LPS were those involved in increased leukocyte recruitment including P- and E-selectins and Vascular cell adhesion protein 1) and in inflammation such as IL-6, cyclooxygenase 2 (Ptgs2), sphingosine kinase 1 (Sphk1), and procoagulant gene encoding for plasminogen activator inhibitor type 1, member 1 (Serpine 1). In addition, endotoxemia resulted in the upregulation of multiple interferon-inducible genes such as an interferon-induced protein with tetratricopeptide Repeats (Ifit1-3), MX Dynamin Like GTPase 1 (Mx1) and Interferon regulatory element 5 (Irf5). 

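Ifit1, Ifit2 and Ifit3 lie side by side on chromosome 19 of GRCm38, between 34550694 and 34650009. Their normalized counts rose from 1920.5 ± 99.5, 2645 ± 1055 and 1966 ± 504 in saline libraries to 111153 ± 6221, 182710 ± 3983 and 125789 ± 6725 in LPS libraries, with log2 fold changes of 5.85 for Ifit1 (adjusted p = 1.28e-09), 6.19 for Ifit2 (adjusted p = 4.13e-08) and 6.03 for Ifit3 (adjusted p = 9.22e-09). Ifit3 has a near-identical copy, Ifit3b, with which its reads could have been split. Mx1, on chromosome 16 of GRCm38 from 97447035 to 97462907, had a log2 fold change of 8.19 (standard error 0.61, adjusted p = 2.82e-06), and its saline libraries ranged from 1 to 52 reads. Irf5, on chromosome 6 of GRCm38 from 29526625 to 29541871, had a log2 fold change of 5.84 (standard error 0.30, adjusted p = 2.17e-07). Of its exon bases 14.1% overlap the neighbouring gene Tnpo3.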

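Acod1, on chromosome 14 of GRCm38 from 103046977 to 103056573, rose from 10.7 ± 17.9 normalized counts in saline libraries to 1019 ± 84.9 in LPS libraries, a log2 fold change of 6.86 (standard error 0.72, adjusted p = 3.18e-05). The SD of the saline libraries exceeded their mean, since 1 of them held 52 reads and another 0. The log2 fold change lay between 6.29 and 7.86 when each library was left out in turn. It was 7.86 without Saline replicate 1, a library in which haemoglobin and immune cell transcripts stood out.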

Besides initiation of inflammatory genes endothelial cells initiate an anti-inflammatory program represented by Acod1 (Aconitate decarboxylase 1) gene, which is a negative regulator of TLR-signaling (28).

**Table 1:** Representative top 100 up- and downregulated genes from RNA-Seq analysis (related to Figure 2).

	**Gene ID**	**log_**2**_FC**
**UP-REGULATED**		
**Chemokines**	Csf3	10.89
	Ccl2	9.57
	Cxcl10	8.06
	Cxcl11	7.96
	Ccl11	7.67
	Csf2	7.41
	Ccl7	7.35
	Ccl5	7.18
**Leukocyte adhesion**	Selp	8.67
	Sele	6.13
	Vcam-1	6.40
	Icosl	5.8
**Angiopoiesis**	Pdgf	5.84
	Angpt2	5.72
**Inflammation**	IL6	9.79
	Sphk1	7.59
	IL27	7.18
	Ptgs2	7.1
	IL1rn	6.37
	Acod1	6.56
	Serpin1	6.44
	CD274	5.85
	Saa3	5.71
**INF-induced genes**	Mx1	8.06
	Ifit2	6.11
	Ifit3	5.99
	Ifit1	5.85
	Irf5	5.78
**DOWN-REGULATED**		
**Wnt & VEGFR signaling**	Ptk7	−8
**Apoptosis &Autophagy**	Dapk2	−4.96
**Development**	Shh	−5.93
**Cell junctions**	Rapsn	−8.44
	Dsc2	−6.1
	Zc4gz	−5.42
	Kcnb1	−4.63
	Pcdh12	−4.21

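Shh, on chromosome 5 of GRCm38 from 28456815 to 28467256, fell from 132 ± 59.4 normalized counts in saline libraries to 2.08 ± 2.53 in LPS libraries, a log2 fold change of -4.47 (standard error 0.60, adjusted p = 1.54e-04). The LPS libraries held between 0 and 4 reads of it. Overlapping annotated genes cover 28.3% of its exon bases, so its reads are uncertain. Ptk7, on chromosome 17 of GRCm38 from 46564471 to 46629504, had 62.7 ± 28.8 normalized counts in saline libraries and 0 reads in each LPS library. Set against the floor of 3 reads, it was at least 15.7-fold lower after LPS, with an adjusted p of 4.95e-04 from limma on the log2(normalized count + 4) scale. Of the 8 downregulated entries of Table 1, 7 match a symbol of the table, all 7 were lower at an adjusted p below 0.05, and 4 were among the 100 smallest log2 fold changes, which were -3.98 or less.

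**Figure D4:**
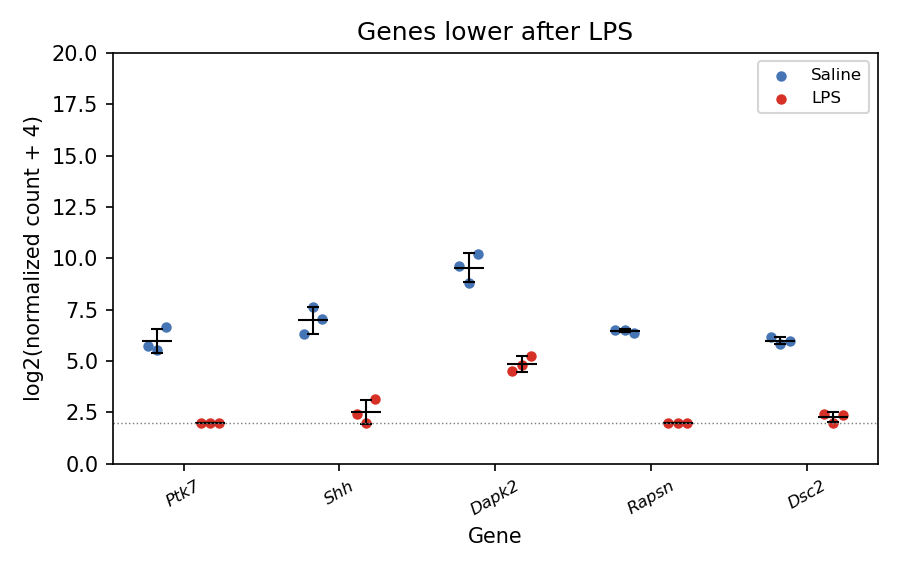
Log2(normalized count + 4) of 5 genes (vertical axis) in each saline (blue) and LPS (red) library, with the mean and SD of 3 libraries as a bar with whiskers. The LPS libraries of Ptk7 and Rapsn lie on the dotted line at 2, the value of a gene without reads.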

Among the most downregulated genes were those regulating protein phosphorylation, as well as genes involved in the development and vascular endothelial growth factor receptor (VEGFR) signaling, such as Sonic hedgehog (Shh) and Protein tyrosine kinase 7 (Ptk7), respectively (Table 1). 

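Dapk2, on chromosome 9 of GRCm38 from 66158223 to 66272242, fell from 808 ± 371 to 25.8 ± 7.81 normalized counts after LPS, a log2 fold change of -4.69 (standard error 0.39, adjusted p = 6.60e-06). Rapsn, on chromosome 2 of GRCm38 from 91035620 to 91045729, had 85.4 ± 4.93 normalized counts in saline libraries and 0 reads in each LPS library, at least 21.4-fold lower against the floor of 3 reads (adjusted p = 1.04e-04 from limma). Dsc2, on chromosome 18 of GRCm38 from 20030633 to 20059554, had 60.4 ± 7.63 normalized counts in saline libraries and at most 1 read in an LPS library, at least 15.1-fold lower (adjusted p = 4.45e-04 from limma).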

The other downregulated genes found were those involved in apoptosis and autophagy including Death associated protein kinase 2 (Dapk2) and genes controlling cell junctions such as Receptor associated protein of the synapse (Rapsn) or Desmocollin 2 (Dsc2).

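Table S1 names 133 different gene symbols under its upregulated terms, and 120 of them match a symbol of the table, 1 of these through a listed synonym. Some of the others, such as I16 and I127, were probably misread from Il6 and Il27, which the table does list. They were left out of the counts and medians given here. At an adjusted p below 0.05 from limma, 119 of the matched genes were higher after LPS and 1, Maf, was lower. Adjusted over these genes alone, 119 were higher as well. The paper took these lists from the same data, so that the counts describe the lists and do not test them. The median log2 fold change was 3.91 over 39 genes of the innate immune response, 4.67 over 31 of the inflammatory response, 5.39 over 16 of the cellular response to interleukin-1 and 6.34 over 6 of leukocyte adhesion. With library size in place of the authors' size factors, 119 were higher. Independent of these lists, pathways of the mouse Reactome collection were tested against all other genes with limma's camera. Relative to the mean of all genes, the mean log2 fold change was 0.44 (adjusted p = 0.00961, 373 genes) for the innate immune system, 0.52 (adjusted p = 0.0291, 92 genes) for Toll-like receptor cascades and 2.94 (adjusted p = 3.99e-04, 22 genes) for chemokine receptors and their chemokines. With only the genes of at least 50 CPM in at least 3 libraries, the first of these pathways (adjusted p = 0.0647) and the second (adjusted p = 0.174) did not pass the threshold. Over all alternatives their adjusted p ranged from 8.31e-08 to 0.0647 and from 2.66e-04 to 0.174.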

Functional analysis based on gene ontology identified the innate immunity, inflammation, cellular responses to cytokines and regulation of infiltration, as the most upregulated pathways induced by LPS in the microvascular adrenal endothelial cells (Figure 2D). 

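Under the terms of Table S1 for angiogenesis, apoptotic process, response to hypoxia and blood coagulation, the median log2 fold changes were 4.16, 3.34, 5.02 and 2.86 over 14, 25, 8 and 9 matched genes. The log2 fold changes under blood coagulation ranged from -0.56 to 5.86. In the Reactome collection, the mean log2 fold change relative to all genes was 0.59 (adjusted p = 7.54e-05, 121 genes) for apoptosis and 0.35 (adjusted p = 0.209, 88 genes) for signaling by vascular endothelial growth factor (VEGF), from camera. The VEGF pathway, with 36 genes called higher and 22 called lower, did not pass the threshold with camera. It did with fry (adjusted p = 1.61e-04), and over all alternatives its adjusted p reached 0.712.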

Other highly enriched pathways were angiogenesis, apoptosis, hypoxia, and blood coagulation processes (Table S1). Subsequently, LPS suppressed genes regulating protein phosphorylation, activation of MAPK- and Rho-mediated signal transduction, smoothened signaling, cilium morphogenesis and DNA repair (Figure 2D and Table S2).

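Table S2 names 87 different gene symbols, of which 84 match the table, and all 84 were lower after LPS at an adjusted p below 0.05 from limma. Their median log2 fold change was -3.19. By term, it was -3.49 for protein phosphorylation, -3.60 for activation of MAPK activity, -3.47 for smoothened signaling, -3.19 for cilium morphogenesis and -3.19 for DNA repair. Over whole Reactome pathways, which also hold genes outside these lists, the mean log2 fold change relative to all genes was -0.76 (adjusted p = 0.00136, 141 genes) for assembly of the primary cilium and -1.17 (adjusted p = 3.41e-04, 35 genes) for intraflagellar transport. It was -0.28 (adjusted p = 0.518, 114 genes) for DNA repair, not past the threshold. Signaling by Hedgehog, the pathway that smoothened belongs to, had a mean relative log2 fold change of 0.24 (adjusted p = 0.0177, 95 genes), with 48 genes called higher and 18 called lower. Which genes carried this shift was not examined. Smo and Shh themselves fell, with log2 fold changes of -2.88 for Smo and -4.47 for Shh, so the mean does not show that smoothened signaling rose. With only the genes of at least 50 CPM in at least 3 libraries, primary cilium assembly (adjusted p = 0.0953), intraflagellar transport (adjusted p = 0.0833) and Hedgehog signaling (adjusted p = 0.0584) did not pass the threshold, and the smallest adjusted p under any alternative was 1.61e-04, 1.58e-04 and 3.03e-04.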

Finally, we have analyzed the potential contribution and interconnection of all significantly altered genes by a gene set enrichment analysis (GSEA) method. 

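Of the 1457 pathways of the mouse Reactome collection, 778 with 10 to 500 tested genes were compared with all other genes by camera with an inter-gene correlation of 0.01. At an adjusted p below 0.05, 164 were shifted towards higher and 5 towards lower expression after LPS, and at an unadjusted p below 0.05 the numbers were 214 and 32. The numbers moved most with fry, which asks whether a pathway changed at all and not whether it changed more than other genes, with 459 higher and 166 lower. Ranking the genes by limma's statistic and testing with fgsea gave 175 and 3. The Hallmark collection was not used here.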

Based on the following criteria (nominal *p*-value < 5% and the false detection rate, FDR below 25%), we have found 22 gene sets that were positively enriched and none from 13 gene sets initially found to be downregulated by LPS. Four of the most induced gene sets by the LPS treatment are presented in Figure 2E. Those were gene sets involved in the inflammatory response (normalized enrichment score, NES = 3.44, *p*-value = 0.0 and FDR *q* = 0.0), response to interferon-alpha (NES = 3.4, *p* = 0.0 and FDR *q* = 0.0), the hypoxia (NES = 2.03, *p*-value = 0.0 and FDR *q* = 2.64 E-4) and coagulation pathway (NES = 1.92, *p*-value = 0.0 and FDR *q* = 0.002).

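In the Reactome collection, camera gave a mean log2 fold change relative to all genes of 1.54 (adjusted p = 6.62e-11, 178 genes) for cytokine signaling in the immune system, 1.60 (adjusted p = 0.00666, 11 genes) for interferon alpha/beta signaling and 2.24 (adjusted p = 1.62e-12, 65 genes) for interferon gamma signaling. The smallest p belonged to the wider pathway of interferon signaling, with 2.05 (adjusted p = 1.24e-12, 94 genes), of which 69 genes were called higher and 6 lower. Cap-dependent translation initiation followed with 0.89 (adjusted p = 1.44e-12, 109 genes). For the cellular response to hypoxia the shift was 0.52 (adjusted p = 0.292, 19 genes) and did not pass the threshold, except with fry (adjusted p = 5.55e-04, up to 0.432 under other alternatives). For the Reactome pathway of fibrin clot formation the shift was 0.71 (adjusted p = 0.457, 13 genes) with camera and did not pass the threshold. Of its genes 5 were called higher and 4 lower.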

### Verification of RNA Sequencing Results

In order to validate our RNA sequencing data, we have sorted the adrenal microvascular endothelial cells from mice that received either saline or LPS (5 mice per group) and verified the expression of some genes representing each identified pathway by real-time PCR (Figure 3).

**Figure 3:**
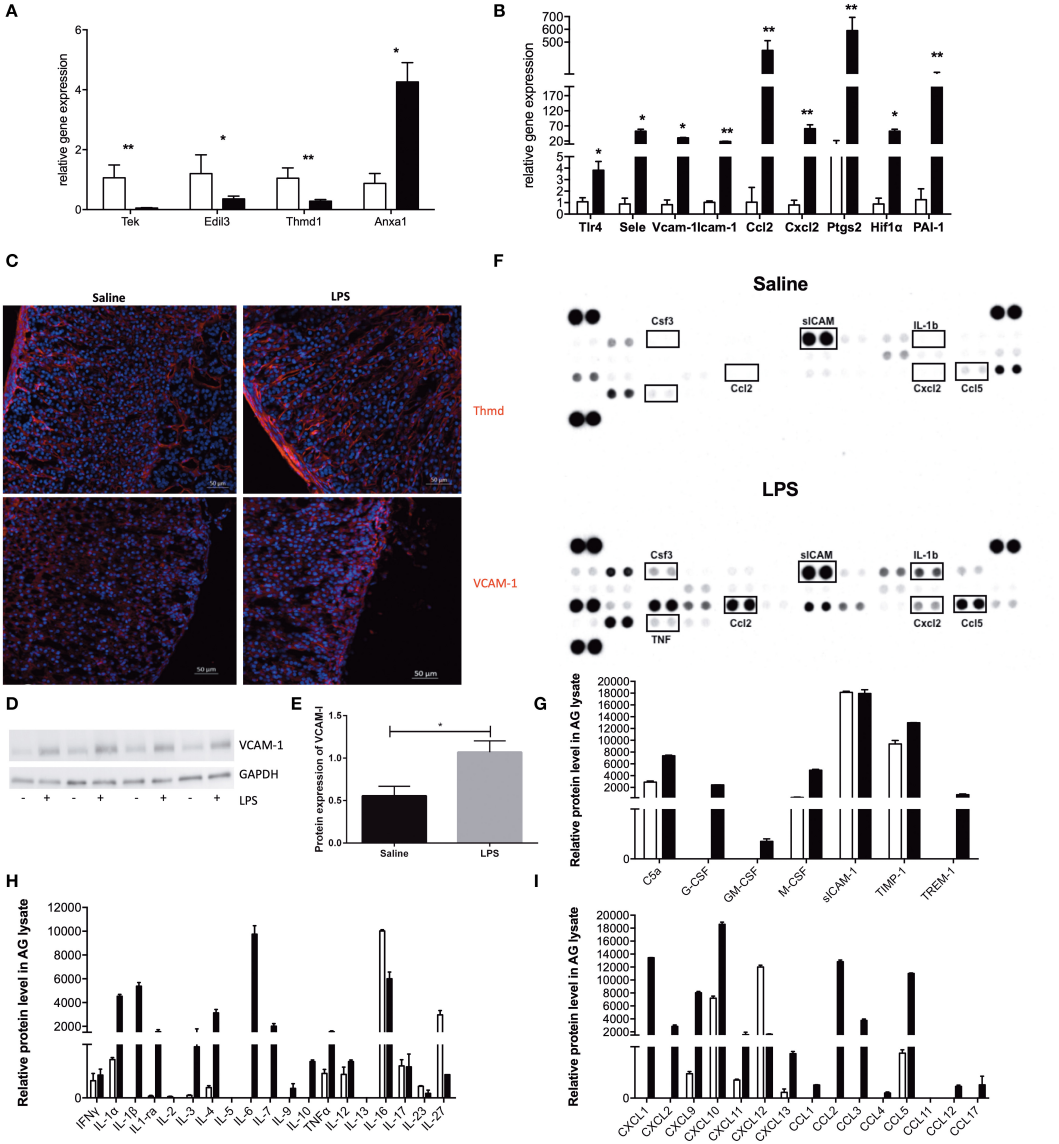
mRNA and protein verification of RNA sequencing analysis. Real-time PCR (qPCR) verification of expression of endothelial-specific genes **(A)** and expression of some of the top 100 most altered genes **(B)** with specific primers. Relative gene expression was determined by the ΔΔCt method with normalization of 18S ribosomal RNA. Saline-treated samples were depicted with open bars, and LPS-treated samples were depicted with black filled bars. *N* = 5 and statistics were calculated with the two-tailed non-parametric Mann-Whitney test. Values are mean with SEM. *p < 0.05, **p < 0.01. Images of fluorescent staining of thrombomodulin (Thmd) and Vascular adhesion molecule 1 (VCAM-1) **(C)** in adrenal tissue sections of mouse adrenal gland isolated from either Saline or LPS treated mice. Thmd and VCAM-1 were visualized using secondary antibodies coupled to Cy3 dye (red color). Western blot evaluation of VCAM-1 expression in adrenal glands isolated from mice treated either with Saline or LPS (*N* = 4) **(D)**. Graphic representation of the VCAM-1 and GAPDH protein expression quantified in ImageJ Software based on the densitometric evaluation of protein bands **(E)**. Results and evaluation of dot-blot based protein array **(F)** of different inflammatory-related molecules **(G)**, cytokines **(H)** and chemokines **(I)**. Saline-treated samples were depicted with open bars, and LPS-treated samples were depicted with gray filled bars. For each experimental group, two adrenals from three different animals (*N* = 6) were pooled and results are presented as double replicate.

We have first evaluated the expression of endothelial-specific genes that were previously reported to be regulated either positively or negatively by LPS action. In particular, we could confirm LPS-reduced mRNA expression of the Tek gene (encoding for an Ang receptor, Tie2), Edil3 gene (the EGF like repeats and discoidin domains 3, Del-1) and Thmd1 gene encoding for thrombomodulin. At the same time endotoxin highly upregulated Anxa 1 gene encoding for annexin A1 (Figure 3A). After reconfirming the identity of our sorted cells, we have analyzed the mRNA expression of genes identified by our gene ontology and the GSEA analysis. As presented in Figure 3B, we have found that LPS strongly induced expression of genes involved in the inflammatory response hallmark, such as toll-like receptor 4 (Tlr4), P- and E-selectins, Vcam-1 and an intracellular adhesion molecule−1 (Icam-1), chemokines (Ccl2, Cxcl2) and gens involved in prostaglandin synthesis e.g., cyclooxygenase 2 (Cox2, Ptgs2). Additionally, we have also validated the upregulation of genes encoding for hypoxia-inducible factor 1 alpha (Hif-1α), a gene representing the hypoxia hallmark, and the Serpine1 gene encoding for plasminogen activator inhibitor type 1, member 1 (PAI-1), which protein is known to inhibit fibrinolysis and therefore promote tissue coagulation.

In addition, to mRNA analysis, we have also studied the effect of LPS on the protein level using immunofluorescence, western blot and dot blot techniques in the whole adrenal gland. We have first looked at VCAM-1 expression in adrenal gland tissue after LPS administration because of its inducible character. As presented in Figure 3D, a strong induction of this adhesion molecule could be observed in the adrenal vascular cells after LPS administration (Figure 3C). Furthermore, we have additionally quantified (Figure 3D) this VCAM-1 induction by densitometrical analysis of western blot (Figure 3E). We have also studied the expression of thrombomodulin protein in adrenal tissue expression after LPS stimulation. On contrary to VCAM-1 however, LPS injection has not changed Thmd protein expression (Figure 3C). This result could imply that 3 h are too early to investigate a change in thrombomodulin protein levels, and later time points should be investigated.

As a part of the adrenal microenvironment, adrenal microvascular endothelial cells are in constant contact with intraadrenal produced pro-inflammatory mediators especially during systemic inflammation initiated by LPS. In addition, based on the above-presented transcriptome analysis, the adrenal endothelial cells may not just be a passive target of those inflammatory mediators, but also a substantial contributor to their production. Our analysis presented in Figure 3F revealed that during LPS-induced systemic inflammation, a significant induction of pro-inflammatory (IL-1α, IL-1β, TNF-α, IL-3, or IL-6) and anti-inflammatory (IL-4, IL-10, IL-1ra) cytokines were found. Whereas, the expression of others is either unchanged (IFN-γ, IL-17) or not detected at all (IL-5 and IL-13) Figure 3H. Among multiple chemokines detected the expression of CXCL1, CXCL2, CXCL9, CXCL10, CXCL12, CXCL13, CCL2, CCL3, CCL5 proteins were found to be strongly upregulated by LPS. This result corresponds to the induction of Cxcl2, Ccl2 verified by the Q-PCR or other chemokines, which expression was shown to be highly induced in adrenal microvascular endothelial cells by LPS according to our RNA-sequencing analysis (such as Cxcl10, Cxcl11, or Ccl5) presented in Figure 3I. Moreover, we have also observed a strong induction of G-CSF (CSF3) protein (Figure 3G), which was the highest upregulated gene found by RNA sequencing (Table 1). The latter observation is also in accordance with the literature, reporting that the microvascular endothelial cells are the main source of this chemokine.

## Discussion

It is generally accepted that endothelial cell dysfunction occurs progressively during sepsis and contributes to the pathophysiological function of many organs (14, 15). More importantly, a positive correlation between endothelial dysfunction and increased mortality rate of patients with sepsis was reported (29). Less is known, however, whether a similar situation occurs also in the adrenal glands.

In the present study, we aimed to investigate LPS-induced damage of the mouse adrenal microvascular cells *in vivo* using next-generation sequencing and protein analysis. To this end, we analyzed the transcriptomic changes in the endothelial microvascular cells isolated from mice 3 h after systemic administration of bacterial LPS. We have chosen LPS-model of systemic inflammation because of various reasons. In particular, LPS was shown to mimic an initial fulminant stage of Gram-negative sepsis induced by meningococcal infection in humans (30). Furthermore, it has the ability to induce a robust transcriptomic response in multiple organs in a highly reproducible manner. Finally, LPS-induced changes in the adrenal gland transcriptome were also previously verified by us in a more clinically relevant model of sepsis—a cecal-ligation and puncture (CLP)-induced peritonitis (12). We have chosen a 3 h time point for analysis because of the transient nature of an *in vivo* action of LPS, especially regarding the transcriptomic response.

Our results from RNA sequencing supported by bioinformatics analysis demonstrated that LPS induced multiple genes and enriched gene sets that are involved in the control of the innate immunity and tissue inflammation. Those include pathogen recognition receptors, cytokines, chemokines, immune cell modulators, and adhesion molecules.

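Tlr2, on chromosome 3 of GRCm38 from 83836272 to 83841767, rose from 525 ± 149.8 to 7443 ± 813 normalized counts after LPS, a log2 fold change of 3.85 (standard error 0.21, adjusted p = 2.80e-07). For Tlr4, on chromosome 4 of GRCm38 from 66827584 to 66930284, the values were 338 ± 54.2 and 3589.7 ± 631, a log2 fold change of 3.39 (standard error 0.18, adjusted p = 2.44e-07). The log2 fold changes of Tlr3 and Nod2 were 2.99 (adjusted p = 1.64e-07) and 2.55 (adjusted p = 1.92e-06, limma). For all 4 genes the LPS libraries lay above the saline libraries.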

We have found an increased expression of some key pattern recognition receptors, including Tlr2, Tlr3, and Tlr4 along with nuclear oligomerization domain member 2 (Nod2) in the adrenal microvascular endothelial cells. Expression of those receptors sensitizes endothelial cells to the action of several Gram-negative (Tlr4) and positive (Tlr2) bacteria along with several viral infections (Tlr3). The expression of the LPS receptor (Tlr4) was additionally verified by real-time PCR in a separate group of mice. This result is also in accordance with available literature demonstrating the expression of several TLRs in microvascular endothelial cells (31).

In our previous studies, we have shown that activation of TLR4 triggers the expression of multiple cytokines and chemokines in the adrenal gland on the mRNA (12) and protein levels (32). Furthermore, we have found that inactivation of immune but not adrenocortical TLR-signaling could partially decrease this effect (32). Based on this observation, we have postulated that other cells of the adrenal microenvironment, potentially the endothelial cells, may be involved (4). In order to validate this hypothesis, in the present study we have compared the LPS induced cytokines in the adrenal gland with those found only in the adrenal endothelial cells. We have found that systemic administration of LPS increased expression of TNF-α, IFN-α, IFN-γ, IL-12, IL-1α, IL-1β, IL-7, IL-11, IL15, and IL-33 cytokines in the adrenal glands, whereas, at the same time upregulation of only IL-6, IL-27, and IL-15 cytokines was found in endothelial cells. This result suggests that adrenal endothelial cells may contribute to the local inflammation by upregulating IL-6. 

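In the sorted endothelial cells, the table lists 7 interleukin genes, of which 4 were called higher after LPS by limma, 2 lower and 1 neither. Beside Il6, the log2 fold changes were 5.34 for Il27 (adjusted p = 1.81e-05), 2.25 for Il15 (adjusted p = 4.99e-07) and 1.31 for Il34 (adjusted p = 0.00522). Il27, on chromosome 7 of GRCm38 from 126589010 to 126594941, had at most 6 reads in a saline library and rose to 199 ± 35.0 normalized counts. The genes that fell were Il16 and Il33, with -1.92 for Il16 (adjusted p = 6.24e-05) and -1.02 for Il33 (adjusted p = 1.53e-04). No change was detected for Il1b, with -0.30 for Il1b (adjusted p = 0.663), and for Tnf, with 1.68 for Tnf (adjusted p = 0.129), although Tnf passed the threshold with the replicate number as a block (adjusted p = 0.0391). Values of Tnf varied between libraries, from 3 to 141 reads in saline and from 41 to 124 reads in LPS libraries. Without Saline replicate 1, in which haemoglobin and immune cell transcripts stood out, Il1b stood at 0.36 and was not called either (limma, adjusted p = 0.521). Ifng, Il1a, Il7, Il11, Il12a and Il12b are not among the 11137 genes of the table. The values of the whole adrenal gland come from another study and were not analysed here.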

Limited information is available regarding the transcriptomic analysis of the other microvascular cells during sepsis. However, the existing *in vitro* experiments support our observation, showing that LPS induces mostly IL-6, diverse chemokines and growth factors from cultured endothelial cells (31, 33).

Although endothelial cells might not be substantially the main source of the cytokines during the sepsis, more importantly, those cells are the main target of pro-inflammatory mediators. Indeed, vascular cells are known to express receptors for various pro-inflammatory mediators that are being released into the circulation during sepsis, such as cytokines, chemokines, growth factors, reactive oxygen species (3). Therefore, we have next studied the pro-inflammatory milieu induced by LPS at a 3 h time point in the adrenal gland using a multi cytokine protein array. This assay confirmed a strong induction of IL-6, but also TNF-α, IFN-γ, IL-13, IL-7, and IL-1α or IL-1β cytokines in the adrenal gland lysates.

All those cytokines were shown to contribute to sepsis-mediated activation of the endothelium leading to its increased permeability, altered vascular tone, promotion of a procoagulant state and leukocyte adhesion (13). In order to study whether adrenal microvascular cells are also activated during endotoxemia, we have compared the expression of diverse chemokines and adhesion molecules between the adrenal gland (12) and isolated endothelial cells. The results of this comparison suggest that the adrenal endothelium may be the main contributor of Csf3, Ccl2, Csf2, and Ccl5, whereas the expression of Cxcl11, Ccl4, or Cxcl5 chemokine can originate also from other cells of the adrenal microenvironment. In addition, the results of our protein array analysis confirmed that indeed the adrenal microvascular endothelial cells contribute substantially to the secretion of CSF (G-CSF), CCL2 and CCL5 chemokines. This observation is in accordance with recent studies using an endothelial cell-specific inactivation of TLR4 signaling. 

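The table of the endothelial cells lists 20 chemokine genes, of which 17 were called higher after LPS by limma, 1, Cxcl12, lower and 2 neither. Ccl4, on chromosome 11 of GRCm38 from 83662584 to 83664683, rose from 305 ± 198 to 2924 ± 387 normalized counts, a log2 fold change of 3.42 (standard error 0.35, adjusted p = 2.84e-05). Cxcl5, on chromosome 5 of GRCm38 from 90759360 to 90761624, rose from 3.87 ± 4.77 to 275 ± 70.8 normalized counts, a log2 fold change of 5.29 (standard error 0.55, adjusted p = 2.76e-05). Cxcl12 had a log2 fold change of -0.77 (adjusted p = 0.0497). Under library size, 18 chemokine genes kept the direction in which they were called. The adrenal gland values of the comparison were not analysed here.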

In those mice, a significant decrease in infection-induced plasma CSF3 levels and related lack of emergency granulopoiesis from the bone marrow was observed (34). Furthermore, a significant reduction of LPS-induced expression of adhesion molecules, leukocyte infiltration, and vascular permeability was observed (35). The latter observation was additionally supported in a TNF-induced endothelial damage model, in which inactivation of endothelial TLR signaling decreased plasma CCL5, IL-6, and iNOS levels (36). These observations collectively suggest that LPS activates adrenal endothelium, and promotes expression and secretion of several chemokines (CCL2, CCL5, and CSF3) and adhesion molecules from those cells.

Besides attracting leukocytes, the locally expressed chemokines are also involved in the activation of those immune cells on the endothelium surface (37). Infiltration of immune cells into organs requires multiple steps, including selecting-mediated rolling, chemokine-induced activation, adhesion molecule-mediated firm adhesion, and transmigration through endothelium govern by junctional adhesion molecules and CD31 (37). In the absence of pathogens, the surface of the endothelial cells is rather antiadhesive. Particularly, in the adrenal gland, this process is governed by the secretion of Del-1 protein, which is an antagonist of leukocyte adhesion by preventing the ICAM-1-LFA1 interaction (38). Our study revealed that LPS rapidly induces expression of genes encoding for the P- and E-selectins as well as ICAM-1 and VCAM-1 adhesion molecules. 

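Icam1, on chromosome 9 of GRCm38 from 21015985 to 21028817, rose from 5276 ± 270.3 to 121181 ± 5689 normalized counts, a log2 fold change of 4.52 (standard error 0.11, adjusted p = 4.01e-09) that stayed between 4.50 and 4.56 when each library was left out. Other annotated genes overlap 11.7% of its exon bases. The leave-one-out range was 8.45 and 9.75 for Selp and 5.90 and 6.81 for Sele. For all 4 adhesion molecule genes every LPS library lay above every saline library.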

We have verified those changes by real-time PCR and in the case of VCAM-1 also on the protein level in the adrenal gland. 

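Edil3, which encodes the protein Del-1 and lies on chromosome 13 of GRCm38 from 88821472 to 89323223, fell from 2565 ± 616 to 1009 ± 202 normalized counts after LPS, a log2 fold change of -1.34 (standard error 0.20, adjusted p = 3.15e-04). Tek, which encodes the angiopoietin receptor Tie2 and lies on chromosome 4 of GRCm38 from 94739289 to 94874976, fell from 17625 ± 1766 to 1568 ± 269, a log2 fold change of -3.50 (standard error 0.14, adjusted p = 5.30e-08).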

Together with decreased expression of Tek and Edil3 genes, which suggest increased vascular permeabilization, increased expression of adhesion molecules may promote the infiltration of immune cells into the adrenal gland. Indeed, in our previous studies, we demonstrated that intraperitoneal injection of LPS to mice results in a rapid infiltration of immune cells into the adrenal gland and that Del-1 deficiency aggravated this process (18). Leading to enhanced apoptosis of adrenal cells, and reduced corticosterone production (18).

An increasing number of studies demonstrate the sepsis-mediated increase in vascular leakiness and their persistent pro-coagulative phenotype, which leads to a progressive hypooxygenation of the affected tissues and can contribute to multi-organ failure (14). In particular, in a study utilizing the cecal ligation and puncture (CLP) model of experimental sepsis, temporary inhibition of the blood flow was demonstrated in skeletal muscle, which led to an improper oxygen distribution and local hypoxia (39). Whether hypoxia can also contribute to the adrenal gland dysfunction is unknown. 

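Hif1a, on chromosome 12 of GRCm38 from 73901375 to 73947530, rose from 555 ± 59.4 to 11302 ± 1272 normalized counts after LPS, a log2 fold change of 4.34 (standard error 0.13, adjusted p = 9.22e-09). Hk1, on chromosome 10 of GRCm38 from 62268855 to 62379908, rose from 1172 ± 161 to 4394 ± 660.3, a log2 fold change of 1.90 (standard error 0.15, adjusted p = 4.83e-06). Hk2, on chromosome 6 of GRCm38 from 82725025 to 82774454, started lower, at 31.4 ± 18.7 normalized counts, and reached 469 ± 48.5, a log2 fold change of 3.87 (standard error 0.40, adjusted p = 3.00e-05). Angptl1 is not among the 11137 genes of the table.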

In our study, we have observed a strong upregulation of hypoxia-inducible factor 1-alpha (Hif-1α), angiopoietin-like 1 (Angptl1) and glycolysis hexokinase 1 and 2 (HK1, 2) in microvascular endothelial cells, which are major hypoxia-related genes. Out of those, we have additionally verified the upregulation of Hif-1α by real-time PCR. On contrary to the results from a transcriptomic analysis of an intact adrenal gland (12), we have not observed any differences in the expression of von Hippel-Lindau tumor suppressor (Vhl) gene in the isolated adrenal endothelial cells. 

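In the sequenced endothelial cells Vhl, on chromosome 6 of GRCm38 from 113623959 to 113631633, had 346 ± 24.6 normalized counts in saline libraries and 214 ± 46.8 in LPS libraries, a log2 fold change of -0.70 (standard error 0.23, adjusted p = 0.0244) from limma. The libraries of the groups did not overlap. When each library was left out in turn, the log2 fold change lay between -0.87 and -0.61 and the adjusted p reached at most 0.0816. Under a threshold of 0.01 the change is not called. Vhl fell 1.61-fold, less than the minimal fold change of 2 in the paper's methods.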

The potential reason of this observation may relate rather to the pro-inflammatory effect of the HIF-1α stabilization and activation induced by LPS and not hypoxia itself. Although activation of HIF-1α was also reported under normoxic conditions preceding the hypoxic conditions (40).

A hallmark of sepsis-induced vascular dysfunction is an increased permeability (13). The endothelial leakage can be initiated either by a loss of protective glycocalyx layer (41), or disturbance in Angiopoietin2 (Angpt2)-Tie2 interaction. In our study, we have investigated the second mechanism. 

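Angpt2, on chromosome 8 of GRCm38 from 18690263 to 18741562, rose from 122.6 ± 37.5 normalized counts in saline libraries to 6467 ± 1618 in LPS libraries, a log2 fold change of 5.69 (standard error 0.25, adjusted p = 7.73e-08). Leaving out each library in turn gave log2 fold changes between 5.44 and 5.89.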

In particular, we have found that LPS injection upregulates the Angpt2 gene in adrenal microvascular cells. This may analogously to the other organs, lead to the increased occupation of Tie2 receptors (42) and increased VEGF-mediated vascular permeability (43). 

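The log2 value of Angpt2 minus that of Tek, a ratio within each library that does not depend on its scaling apart from the pseudocount, was -7.16 ± 0.59 (SD, n = 3) in saline libraries and 2.03 ± 0.56 (SD, n = 3) in LPS libraries. All LPS libraries lay above all saline libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Other genes of endothelial cells moved in different directions, with log2 fold changes of -2.59 for Emcn (adjusted p = 1.29e-07), -0.84 for Pecam1 (adjusted p = 5.13e-04) and 1.77 for Cdh5 (adjusted p = 4.04e-06) from limma.

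**Figure D5:**
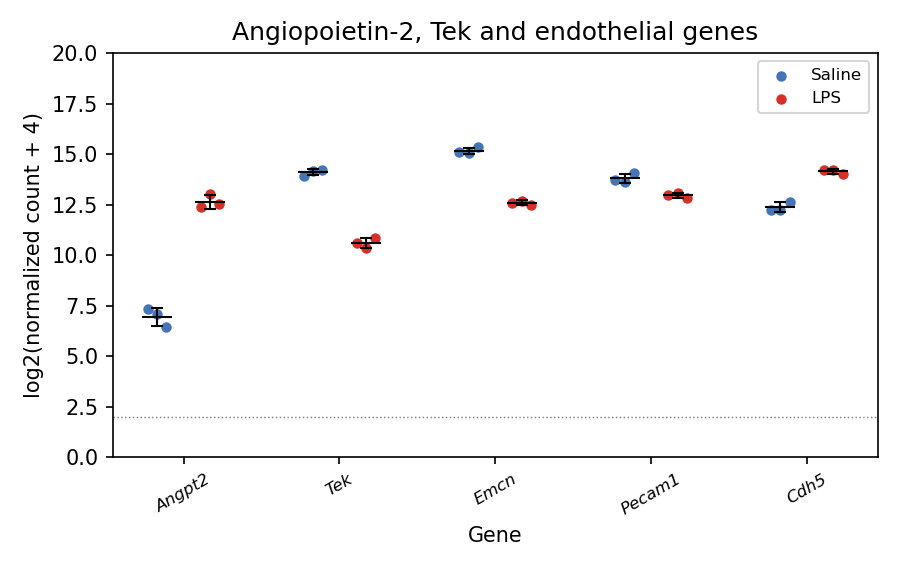
Log2(normalized count + 4) of 5 genes (vertical axis) in each saline (blue) and LPS (red) library, with the mean and SD of 3 libraries as a bar with whiskers. Angpt2 lies below Tek in the saline libraries and above it in the LPS libraries.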

At the same time, LPS-reduced expression of Tek gene, thereby additionally contributing to the Tie2-Anpt2 dysbalance. The loss of this critical tyrosine kinase receptor expressed by endothelial cells was reported recently in diverse critical illnesses including human sepsis, as was correlated with endothelial dysfunction (44).

A well-established hallmark of sepsis is dysregulation of a balance between coagulation and fibrinolysis, which process may lead to disseminated intravascular coagulation (DIC), and subsequently to multiple organ failure. The adrenal gland is an extremely vascularized organ that receives a 10-times higher amount of blood supply in regards to its weight (45, 46), which sensitizes it to hemorrhages. In fact, singular or bilateral adrenal bleedings are being regularly reported, especially after trauma or in patients with meningococcal sepsis (47, 48).

In the present study, systemic inflammation was associated with a strong upregulation of the tissue factor gene, which is one of the main inducers of coagulation (16). Furthermore, we have also observed a strong upregulation of PAI-I (encoded by the Serpin1 gene), which inhibits plasminogen formation and fibrinolysis. Those observations particularly in a view of decreased thrombomodulin gene (thbd1) expression and reported fibrin deposition (49), suggest that LPS increases potentially also the risk of adrenal vascular coagulation. However, a longer time point should be considered when analyzing the adrenal coagulation, as 3 h were not sufficient to alter the protein expression of this important cofactor of protein C activation in the adrenal tissue.

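F3, the gene of tissue factor, on chromosome 3 of GRCm38 from 121723537 to 121735048, rose from 47.2 ± 7.51 to 326 ± 105 normalized counts after LPS, a log2 fold change of 2.65 (standard error 0.33, adjusted p = 9.81e-05). The LPS libraries held between 206 and 313 reads of it.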

In order to counterbalance the mostly pro-inflammatory effect of LPS on the adrenal microvascular cells, several protective and inflammation resolving factors are subsequently upregulated. Those include first of all IL-4, and IL-10 cytokines, as well as genes encoding for cis-aconitate decarboxylase (Acod1), annexin 1 (Anxa1) and sphingosine kinase 1 (Sphk1). 

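Anxa1, on chromosome 19 of GRCm38 from 20373428 to 20390944, rose from 1096 ± 199 to 24834 ± 7663 normalized counts in the sequenced endothelial cells, a log2 fold change of 4.46 (standard error 0.23, adjusted p = 2.30e-07). Il4 and Il10 are not among the 11137 genes of the table.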

Upregulation of the Acod1 was reported to antagonize Toll-like receptors (TLRs)-mediated inflammatory innate response (28), whereas induction of annexin 1 was found to mediate the anti-inflammatory action of glucocorticoids (50). Furthermore, as a part of the homeostatic action, adrenal endothelial cells highly upregulated sphingosine kinase 1 (Sphk1) that phosphorylates sphingosine to sphingosine-1-phosphate (S1P), which factors are known to stabilize the endothelial barriers (51). 

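Sphk1 lies on chromosome 11 of GRCm38 from 116530925 to 116536674. It rose from 25.2 ± 15.9 normalized counts in saline libraries to 4883 ± 449 in LPS libraries, and its log2 fold change stayed between 6.99 and 7.90 when each library was left out in turn.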

Whether endothelial dysfunction leads to adrenal gland dysfunction, will depend on the delicate balance between pro and anti-inflammatory pathways.

Altogether, this is the first study presenting the LPS-induced global changes in the transcriptome by the adrenal microvascular cells. The results of RNA sequencing and subsequent bioinformatics analysis and protein verification revealed that adrenal vascular endothelial cells are not only involved in the maintenance of the adrenal gland microenvironment but are also active players in pathogen-induced adrenal pathophysiology. Moreover, our results suggest that the damage to the microvascular cells may be an important step preceding the adrenal gland dysfunction, however additional experiments that are ongoing are needed to verify this statement.

## Data Availability Statement

Sequencing data are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the following corresponding GSE accession number: GSE139134. Statistical analysis of relative gene expression results and densitometry data were conducted using a non-parametric Mann-Whitney U test in GraphPad Prism Version 6 software (GraphPad Software Inc., USA).

## Ethics Statement

The animal study was reviewed and approved by LANDESDIREKTION SACHSEN.

## Author Contributions

L-SC, WK, and SS conducted research. L-SC, WK, SS, and GM analyzed data. WK, L-SC, and SB wrote the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Analysis of Sepsis-Induced Activation and Damage of the Adrenal Endothelial Microvascular Cells
**Source:** Front Endocrinol (Lausanne). 2020 Jan 22;10:944. doi: 10.3389/fendo.2019.00944
**Supplement:** Supplementary file 1

Table S1. Up-regulated gene lists involved in functional annotation analysis

| GO or KEGG ID | Description                               | p-value    | Gene ID                                                                                                                                                                                                                                      |
|---------------|-------------------------------------------|------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GO:0045087    | innate immune response                    | 5.52E-16   | Oas3/Zbp1/Fcgr1/Irgm1/Ddx58/Acod1/Oas1a/Ifit2/Anxa1/Pml/Sp110/Nlrc5/Csf1/Ripk2/Mx1/Oasl2/Samhd1/Oasl1/Ifit3/Isg20/Ifit1/I123r/Tlr4/Mx2/Herc6/Oas1b/Jak2/Rsad2/Eif2ak2/Irf5/Tlr2/Iigp1/Adar1/Ih1/I127/Casp4/Cfb/Tlr3/Ifitm3/Rnf135/Irf7/Dhx58 |
| GO:0006954    | inflammatory response                     | 1.88E-14   | Cxcl1/Sema7a/Ccl11/Zc3h12a/Tnfrsf9/Ccl4/Tnfaip3/Thbs1/Acod1/Anxa1/Cel7/Csf1/Ccl5/Ccl3/Gbp5/Ptgs2/Cxcl5/I123r/Tlr4/Cxcl1/Jak2/Ccl9/Tnfrsf11b/Sphk1/Olr1/Tnlp1/Tlr2/Cd40/Cxcl10/I127/Casp4/Cxcl2/Tlr3/I16/Selp/Sele/Ccl2                       |
| GO:0071222    | cellular response to lipopolysaccharide   | 1.74E-12   | Zc3h12a/Tnfaip3/Acod1/Stat1/Serpine1/Gbp10/Tnlp3/Gbp2/Litaf; Gm9861/Ripk2/Sbno2/Csf3/Cmpk2/Csf2/Tlr4/Gbp6/Jak2/Cxcl16/Pde4b/Icam1/Fcgr4/Cd40/Cxcl10/Cxcl2/I16/Cd86/Ccl2                                                                      |
| GO:0071347    | cellular response to interleukin-1        | 2.52E-11   | Ccl11/Zc3h12a/Ccl4/Ccl9/Hif1a/Acod1/Icam1/Serpine1/Sox9/Saa3/Cxcl2/Ccl7/I16/Ccl5/Ccl3/Myc/Ccl2                                                                                                                                               |
| GO:0006935    | chemotaxis                                | 4.53E-07   | Ccl11/Ccn1/Ccl4/Cxcl11/Ccl9/Cxcl16/Lgals9/S1pr1/Cxcl10/Cxcl2/Ccl7/Ccl5/Ccl3/Ccl2/Cxcl5                                                                                                                                                       |
| GO:0007159    | leukocyte cell-cell adhesion              | 7.14E-07   | Ccl5/Vcam1/Olr1/Tnlp1/Icam1/Selp/Sele/Iiga5                                                                                                                                                                                                  |
| GO:0014911    | positive regulation of smooth muscle cell | 2.37E-05   | P2ry6/Iitgb3/Ccl5/Iiga2/F3/P2ry2/Myc/Pdgfb                                                                                                                                                                                                   |
| GO:0045766    | positive regulation of angiogenesis       | 4.27E-04   | Ccl11/Iitgb3/Pgf/Zc3h12a/Ccl5/Angpt2/Hif1a/Sphk1/Thbs1/F3/Serpine1                                                                                                                                                                           |
| GO:0006915    | apoptotic process                         | 5.85E-04   | Zc3h12a/Tnfrsf9/Tnfaip3/Xaf1/Ifit2/Stat1/Pml/Sp110/Litaf; Gm9861/Cflar/Ripk2/Pim1/Daxx/Plekhf1/Clic4/Bid/Acvr1c/Rmdn3/Fap/Tnfrsf11b/Map3k8/Nek6/Ppp1r13/Dnase113/Tnfrsf12a/Ppp2r2b/Birc3                                                     |
| GO:0007596    | blood coagulation                         | 6.23E-04   | Procr/Wee1/Tfpi2/Enpp4/F3/Pdgfa/Pdgfb/Mafk/Maf                                                                                                                                                                                               |
| GO:0001525    | angiogenesis                              | 0.00320754 | Rnf213/Clic4/Zc3h12a/Angpt2/Myh9/Fap/Hif1a/Serpine1/S1pr1/Pgf/Tnfrsf12a/Pdgfa/Ccl2/Ptgs2                                                                                                                                                     |
| GO:0006874    | cellular calcium ion homeostasis          | 0.02600018 | Iitgb3/Rmdn3/Ccl5/Ccl3/Vdr/Ccl2/Cd40                                                                                                                                                                                                         |
| GO:0001666    | response to hypoxia                       | 0.03086059 | Pgf/Sod2/Angpt2/Vcam1/Hif1a/Iiga2/Plat/Tlr2/Ccl2                                                                                                                                                                                             |

Table S2. Down-regulated gene lists involved in functional annotation analysis

| GO or KEGG ID | Description                                   | p-value    | Gene ID                                                                                                                                    |
|---------------|-----------------------------------------------|------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| GO:0000187    | activation of MAPK activity                   | 3.59E-05   | Tgfb3/Ntf3/C1qtnf2/P2rx7/Pice1/Map2k6/Efna1/Igf1/Gab1/Cspg4                                                                                |
| GO:0035023    | regulation of Rho protein signal transduction | 0.00133328 | Plekhg5/Als2cl/Arhgef10/Rasgrf2/Vav3/Arhgef28/Prex2/Prex1                                                                                  |
| GO:0006468    | protein phosphorylation                       | 0.00693181 | Gas6/Pick1/Camkv/P2rx7/Cdk20/Camkk1/Pdk2/Pkn3/Dapk2/Camk1/Map4k2/Aatk/Mast3/Ptk7/Rps6ka1/Cdc25b/Map2k6/Stk10/Rps6ka5/Mapk12/Chek2/Hunk/Tek |
| GO:0006974    | cellular response to DNA damage stimulus      | 0.00978464 | Pole/Nth11/Apbb1/Polm/Casp9/Mutyh/Rpa3/Fbxo31/Slx1b/Fancb/Prkdc/Fancg/Sirt4/Stxbp4/Vav3/Chek2/Rad51c/Msh2                                  |
| GO:0007264    | small GTPase mediated signal transduction     | 0.01348958 | Rasgrp2/Rab27a/Arl4d/Pice1/Rhebl1/Rasgrf2/Vav3/Dock6/Rgl3/Arhgap18/Rab7b/Rab3a                                                             |
| GO:0007224    | smoothened signaling pathway                  | 0.01835692 | Cc2d2a/Shh/Evc/Smo/Tmem231/Tbc1d32                                                                                                         |
| GO:1904262    | negative regulation of TORC1 signaling        | 0.01853114 | Sesn1/Castor2/Castor1                                                                                                                      |
| GO:0006909    | phagocytosis                                  | 0.02539007 | Gas6/Gulp1/Pip5k1c/Myo7a/Pld4                                                                                                              |
| GO:0006271    | cilium morphogenesis                          | 0.03098422 | Ift81/Cdc14a/Cc2d2a/Ttll1/Fbfl/Cby1/Ccdc28b/Tmem231/Tbc1d32                                                                                |
| GO:0030178    | negative regulation of Wnt signaling pathway  | 0.03224085 | Dkk2/Shh/Cxxc4/Cby1/Rnf43                                                                                                                  |
| GO:0006281    | DNA repair                                    | 0.04308728 | Pole/Prkdc/Fancg/Nth11/Polm/Eepd1/Mutyh/Rpa3/Chek2/Rad51c/Msh2/Slx1b/Fancb                                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

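RNA sequencing was analysed in 6 libraries of adrenal microvascular endothelial cells sorted from mice 3 h after an injection of saline (3 libraries) or of LPS at 1 mg per kg (3 libraries). The libraries were assigned to groups by the sample labels, whose column names give the group and the replicate number. No other columns of sample values were present.

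The authors trimmed the reads with trim-galore, mapped them to GRCm38 with HISAT2, counted reads on exons with HTSeq-count and used iDEP for normalization. The authors deposited log2 values, of the form log2(normalized count + 4), for 11137 genes that had already been filtered. The recovered values show that the authors divided the counts by size factors equal to the median ratio of each library to the geometric mean of all libraries, before the pseudocount of 4 was added and the log2 taken. The paper's text names no strand setting for the counting, so overlaps of exon bases with other genes on either strand were computed. Where no share is given beside the gene, it was 12.0% for Csf2, 10.1% for Il27, 9.00% for Cyp11b1, 8.10% for Hif1a, 7.30% for Tlr3, 6.90% for Coq8a, 5.90% for Cxcl10, 4.80% for Cyp21a1 and 4.00% for Sphk1. It was under 2% for Vcam1, Rapsn, Il1b, Hk1, Mcam and Eng.

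From there, the pseudocount was subtracted and whole reads were recovered as described beside the introduction of the experiment. Recovered reads ranged from 14444450 to 19306528 per saline library (median 15917182) and from 15641429 to 17591873 per LPS library (median 16549628). These are reads on the 11137 genes only. A group with at most 3 reads in each library was treated as being at the floor, and a fold against it is given as a lower bound. No pair of libraries held identical values, and the differences between replicates exceeded counting noise in every pair.

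The tests were planned for counts, with TMM scaling and a filter of more than 50 counts in at least 3 libraries. The deposited values are log2 values and not counts, and the planned quasi-likelihood test of edgeR was not used. Differential expression was tested instead with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 on the deposited values, with the authors' size factors, saline against LPS without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 11137 genes of the table were tested, and the planned filter, which 11122 genes pass, was run as an alternative. Pathways of the mouse Reactome collection of the fgsea package 1.28.0 with 10 to 500 tested genes were tested with camera (inter-gene correlation 0.01). Genes were matched to GENCODE M21 for coordinates (11121 of 11137) and to Entrez identifiers for Reactome (10491). The Hallmark collection and the annotation of the DAVID tool were not used here. Symbols of Table S1 and Table S2 were matched only when identical to a symbol of the table or to a listed synonym, and 120 of 133 and 84 of 87 matched. Symbols without a match, some of them probably misread, were left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

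The genes named in the text were set by a rule fixed before the data were examined, namely each gene that the paper names as measured by RNA sequencing or by real-time PCR in the sorted cells, the genes of marker lists for adrenal cell types, and the 5 largest and 5 smallest log2 fold changes among called genes without overlap between the groups. A few genes and pathways that this rule covers are not reported here. Il16, Il34, Cxcl12, Maf and the overlapping or copied genes Gm2673, Tnpo3 and Ifit3b fall outside this rule and were named after their values were seen. The named pathways were fixed in the same way, together with the 3 smallest p in each direction. The replicate numbers come from the sample labels, and same-numbered libraries come from different mice.

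The tests were tested on simulated data in which 200 of 11137 genes were changed 4-fold, as many up as down, so that the scaling was not put to the test. limma recovered 100% of them, with 4.31% of all calls among unchanged genes. The changed genes were drawn from genes above a minimum level, and the spread between libraries was set by hand and not estimated from the replicates. These rates therefore need not hold for the data, where 6859 genes were called. Alternatives set beforehand were library size as scaling, the filter of at least 50 CPM in at least 3 libraries, a threshold of 0.01, the replicate number as a block and leaving out each library in turn, and a pseudocount of 2 for the named genes. For PCA and clustering they were a pseudocount of 1 and other sets of genes, and for pathways fry, fgsea and called genes only. Alternatives chosen after the data were seen were limma-voom and a quasi-Poisson test on the recovered reads, TMM scaling of these reads, pseudocounts of 1 and 2 for the numbers of called genes, the filter of more than 50 reads, a lowess correction for GC content and transcript length (span 0.3), library size and TMM for PCA, library size and both read-based tests for the genes of Table S1 and Table S2, and the ratio of mean normalized counts for the genes of Table 1. A count of genes or pathways was treated as unchanged within 1.5 times, and a share of variance or a ratio of distances within 1 SD of its leave-one-out values. Real-time PCR, protein and staining experiments of the paper were not analysed here.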

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

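The marker lists were fixed before the data were examined. The tests on cortical genes and on haemoglobin, and the test on chromaffin genes, were chosen after the patterns were seen.

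Transcripts of adrenocortical cells, which the paper does not report on, were abundant in every library of the sorted endothelial cells. A list of 10 genes of steroid synthesis and its regulation summed to 31996, 23474 and 25184 CPM in Saline replicates 1, 2 and 3 and 36440.5, 30255 and 40697 CPM in LPS replicates 1, 2 and 3, with a median of 31125 CPM, against a smallest detectable level of between 0.155 and 0.208 CPM for 3 reads. The list of 10 endothelial genes summed to 9508, 9595 and 10577 CPM in Saline replicates 1, 2 and 3 and 3041, 3166 and 2726 CPM in LPS replicates 1, 2 and 3. The cortical list lay above the other genes by a mean log2 fold change of 1.42 after LPS (limma's camera, adjusted p = 0.0506 over 9 lists, just beyond the threshold). Under the alternatives this adjusted p ranged from 0.00447 to 0.0845, and the shift was 1.39 relative to all genes under library size. Of its genes 7 were called higher with the authors' size factors. Under library size Star, Cyp11b1, Cyp11b2 and Nr5a1 lost their calls and Hsd3b1, Mc2r and Cyp21a1 were called lower, at -1.12, -1.11 and -0.79 against a median of -0.94 over all genes. Its genes did not move together. The log2 fold changes ranged from -0.23 for Hsd3b1 and 0.097 for Cyp21a1 to 3.78 for Mrap and 3.86 for Akr1b7, and Star stood at 1.29. If RNA of cortical cells of fixed composition had entered the libraries in differing amounts, the genes would share one log2 fold change. Their SD was 1.45, against a median standard error of 0.18, so a differing amount alone does not account for the pattern. A candidate explanation is RNA of cortical cells that themselves responded to LPS. These data cannot tell it apart from transcription in the sorted cells, and reads shared between paralogs were not tested. Annotated genes overlap 27.2% of the exon bases of Akr1b7.

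Haemoglobin transcripts stood out in Saline replicate 1. The erythroid list summed to 1864, 166 and 173 CPM in Saline replicates 1, 2 and 3 and 179, 91.3 and 101 CPM in LPS replicates 1, 2 and 3, which put Saline replicate 1 at 1864 CPM. Its erythroid reads were 14.0 times the mean of the other saline libraries while its total was 1.27 times theirs, so depth alone does not account for it. The list of immune cell genes was 5.44 times higher in CPM as well, and the other marker lists lay between 0.423 and 1.32 times. This is consistent with blood cells or their RNA in that library, although sorting removed cells with CD45 and Ter119. Without Saline replicate 1 the log2 fold change was 9.74 for Ccl5, 7.86 for Acod1 and 0.36 for Il1b, against 8.37, 6.86 and -0.30 with all libraries. That of Sele moved the other way, from 6.28 to 5.90. No biological explanation was tested, since the pattern belongs to a single mouse. The haemoglobin genes Hba-a1 and Hba-a2 are near-identical copies whose reads cannot be told apart.

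Chromaffin cell transcripts stood out in LPS replicate 2. The list summed to 122, 215 and 361 CPM in Saline replicates 1, 2 and 3 and 196, 664 and 153 CPM in LPS replicates 1, 2 and 3, which put LPS replicate 2 at 664 CPM, 3.81 times the mean of the other LPS libraries. This library also sat apart on PC2. The median PC2 loading of the chromaffin list lay above those of all 10000 random lists of the same size and mean expression (percentile 100). PC2 separates this library from the others and the list was chosen for its level in it, so this value restates the pattern and cannot tell whether RNA of chromaffin cells adds to its difference. LPS replicate 2 had 175 genes without a read. LPS replicates 1 and 3 thinned to the same total had at most 69, so its depth does not account for them. The mean distance of LPS replicate 2 to the other LPS libraries, divided by the distance between those, was 1.25 over all genes and 1.20 over genes with at least 50 CPM in at least 3 libraries. Leaving out the low genes thus took away a small part of the excess over 1. A value above 1.5, which had been set beforehand for a difference across all genes, lay above the ratio over all genes as well, so the test cannot exclude a share of such noise. No biological explanation was tested.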

How the results depend on the processing

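No test of other splits in this part was chosen after the results were seen, and the alternatives chosen later are named as such. Scaling and the CPM filter were the choices with the largest effects on the numbers of called genes. With library size only, 1438 genes were higher and 6935 lower after LPS, against 3379 and 3480 with the authors' size factors, and with a fold change above 2 in addition 923 were higher and 5280 lower against 2075 and 2577. Of the genes called higher with the authors' size factors, 1064 had a negative log2 fold change under library size. This follows from the shift of the median log2 fold change of all genes from -0.069 to -0.94 and says little about single genes. TMM scaling, which had been planned for counts and was run on the recovered reads after the data were seen, gave 3357 and 3502. With only the 4112 genes of at least 50 CPM in at least 3 libraries, 2000 were higher and 1133 lower, and 1133 and 598 with a fold change above 2. Under that filter, 18 genes of Table S2 were left and all were called lower.

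The other settings kept the 4 numbers of called genes within 1.5 times. Leaving out each library in turn gave from 3052 to 3275 higher and from 2822 to 3452 lower genes. Among the alternatives chosen after the data were seen, a pseudocount of 2 gave 3372 and 3438, limma-voom on the recovered reads gave 3458 and 3369, the quasi-Poisson test 3490 and 3543, a pseudocount of 1 3360 and 3401, the planned filter of more than 50 reads in at least 3 libraries 3379 and 3474 and the correction for GC content and length 3544 and 3194.

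With the replicate number as a replicate block, 3278 genes were higher and 3354 lower, and 2060 and 2566 with a fold change above 2. The block left 164 Reactome pathways higher and 5 lower. Same-numbered libraries come from different mice, and the correlations of their deviations from the group means were 0.013, 0.018 and -0.042, so the numbers do not pair the samples.

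The share of variance on PC1 was 79% with a pseudocount of 1, 90.7% with the 500 most variable genes, 64.6% with scaled genes, 94.6% with the CPM filter and 86% with library size only, a setting added for PCA after the data were seen. On PC2 the shares under the same settings were 9.65%, 4.02%, 12.7%, 1.79% and 5.54%. Across the 6 analyses that each left out 1 library, PC1 ranged from 81% to 85.9% and PC2 from 6.08% to 9.64%. The ratio of distances in clustering was 1.95 with all genes and 2.52 with a pseudocount of 1, and from 3.24 to 5.61 with each library left out.

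For Reactome pathways, fry called 459 higher and 166 lower, against 164 and 5 with camera. The number of lower pathways was 3 with fgsea and 1 with the CPM filter, and ranged from 3 to 15 with each library left out. DNA repair changed direction with fgsea, with a normalized enrichment score of 0.69. Of the values of named pathways, 5 lost significance, all with the CPM filter, and 3 gained it, all with fry. For the marker lists, the mean relative to all genes changed direction for the immune list without Saline replicate 2 (-0.016) and without Saline replicate 3 (-0.037), with a range of -0.037 to 1.26 across the analyses that each left out 1 library. The erythroid list changed direction without Saline replicate 1, with a range of -1.24 to 0.43. Neither list passed the threshold in any setting. Of the other values of the lists, 12 passed the threshold where the reported one did not, in the endothelial, adrenocortical, chromaffin and glucocorticoid response lists. The adjusted p of the adrenocortical list is therefore close to the threshold and depends on the setting.

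Of 80 named genes, 67 kept direction and side of the threshold under every alternative run. With library size only, the log2 fold change changed sign for Thbd (-0.74), Mcam (-0.30), Eng (-0.81) and Cyp21a1 (-0.79). These genes moved by about as much as the median of all genes under that scaling. When each library was left out in turn, it changed sign for Il1b (from -0.72 to 0.36), Eng (from -0.10 to 0.25, negative without Saline replicate 1 at -0.10 and without LPS replicate 1 at -0.080) and Cyp21a1 (from -0.034 to 0.24). Among the other values, 10 lost and 4 gained significance. The cause of the changes with a library left out was not tested.

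The alternatives that use DESeq2 (its Wald test and its variance stabilizing and rlog transformations) and edgeR were not run. The recovered reads were tested with limma-voom and a quasi-Poisson test instead. The authors' size factors, planned as an alternative, are those of the main values. Filters of at least 10 counts or 0.5 CPM and no filter remove no gene of the table and cannot move a result. Depth limits the genes at the floor, since the size of the fall of Ptk7, Rapsn, Dsc2 and Deup1 is known only as a lower bound.

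Of the 10 splits of the 6 libraries into 3 and 3, 4 part all same-numbered pairs, and 1 of these, the split by treatment, gave as many called genes. Each other split of the 10 gave 0 called genes, with between 18 and 73 at an unadjusted p below 0.05. For Reactome pathways, 1 of the 4 splits gave as many, but the other splits called between 14 and 140 pathways against 169 for the split by treatment. Each of the other splits keeps part of the difference by treatment, so these pathways can belong to it, and the splits do not show how many camera calls without any difference between groups. No marker list passed the threshold in the split by treatment, with 2 at an unadjusted p below 0.05, and other splits called up to 6 lists, and 4 of 4 splits gave as many. Since any split gives at least 0 lists, this number was fixed in advance and tests nothing. With 10 splits, the share cannot go below 0.1.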

Differences from the paper's values

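No test in this part was chosen to explain a difference. The settings named as chosen after the values were seen include the read-based tests, the pseudocount of 1 and library size for PCA. The correction for GC content and length and the ratio of mean normalized counts were chosen then as well. The main values compared here use limma, the authors' size factors and all genes of the table.

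The number of genes called lower was 3480, against the paper's 1993. Of the alternatives set before the data were examined, a threshold of 0.01 gave 2379 and leaving out Saline replicate 1, 2 or 3 gave 2822, 2949 and 2840, each within 1.5 times the paper's number. Library size, the CPM filter, the replicate block and leaving out an LPS library did not. With a fold change above 2 in addition, 2577 genes were lower, and 1995 at the threshold of 0.01. At that setting 1929 genes were higher, against the paper's 2494. The paper's results, methods and figure legend name different thresholds.

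The share of variance on PC2 was 7.69%, against the paper's 4% in its text and about 8% on the axis of Fig. 2A, read by eye. Among the alternatives set before the data were examined, only the 500 most variable genes came within 1.5 times of the value in the text, with 4.02%. Library size, chosen for PCA after the values were seen, gave 5.54%, also within 1.5 times.

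Of the 32 genes of Table 1 compared here, 5 had a log2 fold change farther from the paper's than the SD between replicates, without Ptk7 (-3.98 against the paper's -8), Rapsn (-4.48 against the paper's -8.44) and Dsc2 (-3.73 against the paper's -6.1). These lie farther as well and are not in that number, since the size of their fall is known here only as a lower bound. For Csf3 it was 9.74 against the paper's 10.89, for Cxcl11 7.55 against the paper's 7.96, for Ccl11 5.96 against the paper's 7.67 and for Il27 5.34 against the paper's 7.18. For Shh it was -4.47 against the paper's -5.93. Among the alternatives set before the data were examined, a pseudocount of 2 brought Csf3 (10.43), Cxcl11 (7.75) and Shh (-5.13) within that SD. Leaving out Saline replicate 1 did so for Csf3 (10.20). None of them did so for Ccl11 or Il27.

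The ratio of mean normalized counts without a pseudocount, chosen after the values were seen, lay within the SD of the paper's value for 30 of the 32 genes, with a median absolute difference of 0.00712. It gave 10.93 for Csf3, 7.97 for Cxcl11, 7.75 for Ccl11, 7.37 for Il27 and -5.99 for Shh. For Ptk7 and Rapsn this ratio has no value, since the LPS libraries held 0 reads. The quasi-Poisson test and the pseudocount of 1, both chosen after the values were seen, came within it for Csf3, Cxcl11, Ccl11, Il27 and Shh, limma-voom for these genes apart from Il27, and the correction for GC content and length for Csf3.

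The paper reports no change of Vhl in the endothelial cells, and its log2 fold change here was -0.70 (limma, adjusted p = 0.0244). Vhl fell 1.61-fold, less than the minimal fold change of 2 in the paper's methods. At the threshold of 0.01, and without Saline replicate 1 or 3 or LPS replicate 1 or 3, it was not called, with adjusted p from 1.80e-04 to 0.0816 over all alternatives. The paper lists Il6, Il27 and Il15 as the only interleukins induced in these cells, whereas Il34 was also called higher, with 1.31. Under Table S1 the paper places Maf among upregulated genes, and its log2 fold change was -0.56. For thrombomodulin the paper reports a decrease by real-time PCR in cells of other mice. By sequencing Thbd had a log2 fold change of 0.15 (limma, adjusted p = 0.344), and of -0.74 under library size. Smoothened signaling is among the paper's suppressed terms, and the Reactome pathway of Hedgehog signaling had a mean relative log2 fold change of 0.24. The matched genes of the paper's term all fell, with a median of -3.47, and which genes carried the shift of the pathway was not examined. DNA repair is among the paper's suppressed terms too, and its Reactome pathway had -0.28 without passing the threshold, except with fry (adjusted p = 0.0165, with a range over alternatives up to 0.988). The paper reports hypoxia among its enriched gene sets, and the Reactome pathway of the cellular response to hypoxia did not pass the threshold with camera but did with fry (adjusted p = 5.55e-04, with a range over alternatives up to 0.432). Coagulation is also among the paper's enriched sets, and the Reactome pathway of fibrin clot formation did not pass the threshold with camera (adjusted p = 0.457, 13 genes). These Reactome pathways hold other genes than the collections of the paper. The paper finds no suppressed gene set past its threshold, and 5 Reactome pathways were lower here.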

Other observations

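The test on genomic span was set out in its final wording after its result was seen, with its threshold fixed beforehand. The test that subtracts the median alone, and the correction with the median put back, were chosen after the results were seen. The other tests in this part were set before their results were seen.

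After scaling to library size, the median gene was lower after LPS, with the shift given beside the numbers of called genes. If a few genes took up the reads, leaving them out of the totals would bring the shift to 0. The 100 genes that gained most reads held 7.23% of the reads in saline and 28.9% in LPS libraries. Leaving out the first 10 of them changed the shift to -0.83 and leaving out all 100 to -0.57. These genes therefore account for part of the shift and not for all of it. Without added reference RNA, the data cannot tell a lower amount of RNA of most genes from reads taken by many induced genes, so the numbers of genes called in each direction rest on the scaling.

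With the authors' size factors more genes fell than rose by over 2-fold, 1.24 times as many. After the correction for GC content and transcript length, 2321 fell and 2200 rose, a ratio of 1.05. The correction also moved the median log2 fold change, from -0.069 to -0.011. Subtracting the median alone gave 2407 and 2237 genes, a ratio of 1.08, and the correction with the median put back gave 1.18. Most of the change thus came with the moved median, and the test cannot tell a bias of GC content or length from a common offset between the groups. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change was -0.13 with GC content and -0.0058 with transcript length.

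Genes that rise within 3 h might have a shorter genomic span, since a short gene is transcribed sooner. The median span was 23.5 kb for genes that rose and 23.7 kb for genes that fell by over 2-fold. The median of 300 rising genes lay at percentile 69.8 of 10000 lists matched on transcript length and expression, where a percentile under 5 had been set for a shorter span. The hypothesis was not borne out.

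Thbd, the gene of thrombomodulin, had a log2 fold change of 0.15 (standard error 0.13, limma, adjusted p = 0.344) in the sequenced cells and of -0.74 under library size. The paper reports lower thrombomodulin mRNA after LPS by real-time PCR in cells of other mice, which were not analysed here. With the authors' size factors no decrease was detected by sequencing, and the sign of the change depended on the scaling.

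The endothelial list had a mean log2 fold change relative to all genes of -0.64 (limma's camera, adjusted p = 0.0624), with 2 of its 10 genes called higher and 7 lower. Its adjusted p ranged from 0.00447 to 0.112 over the alternatives. The genes of the Y chromosome were found in each library, and Xist is not listed. The list of genes of the response to tissue dissociation summed to between 9902 and 11692 CPM in saline and between 5158 and 5842 CPM in LPS libraries. Under library size its mean log2 fold change was -1.07, against a median of -0.94 over all genes. Relative to all genes its mean was -0.11 with the authors' size factors (limma's camera, adjusted p = 0.504), so no shift beyond that of other genes was detected. No test of a cause was run for these lists.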
